# RNA helicases mediate structural transitions and compositional changes in pre-ribosomal complexes

**DOI:** 10.1038/s41467-018-07783-w

**Published:** 2018-12-19

**Authors:** Lukas Brüning, Philipp Hackert, Roman Martin, Jimena Davila Gallesio, Gerald Ryan R. Aquino, Henning Urlaub, Katherine E. Sloan, Markus T. Bohnsack

## Abstract

Production of eukaryotic ribosomal subunits is a highly dynamic process; pre-ribosomes undergo numerous structural rearrangements that establish the architecture present in mature complexes and serve as key checkpoints, ensuring the fidelity of ribosome assembly. Using in vivo crosslinking, we here identify the pre-ribosomal binding sites of three RNA helicases. Our data support roles for Has1 in triggering release of the U14 snoRNP, a critical event during early 40S maturation, and in driving assembly of domain I of pre-60S complexes. Binding of Mak5 to domain II of pre-60S complexes promotes recruitment of the ribosomal protein Rpl10, which is necessary for subunit joining and ribosome function. Spb4 binds to a molecular hinge at the base of ES27 facilitating binding of the export factor Arx1, thereby promoting pre-60S export competence. Our data provide important insights into the driving forces behind key structural remodelling events during ribosomal subunit assembly.

## Abstract (web summary)

Pre-ribosomes undergo numerous structural rearrangements during their assembly. Here the authors identify the binding sites of three essential RNA helicases on pre-ribosomal particles, enabling them to provide insights into the structural and compositional changes that occur during biogenesis of the large ribosomal subunit.

## Introduction

Ribosomes are essential ribonucleoprotein complexes (RNPs) responsible for the production of all cellular proteins. The biogenesis of eukaryotic ribosomes is a complex process involving the synthesis and maturation of four ribosomal (r)RNAs, and the hierarchical recruitment and assembly of 79 ribosomal proteins in *Saccharomyces cerevisiae*^1^. Ribosome assembly is initiated in the nucleolus by RNA polymerase I-mediated synthesis of a precursor ribosomal RNA (pre-rRNA) containing the sequences of three of the four mature rRNAs flanked by external and internal transcribed spacers (ETS and ITS, respectively). A subset of ribosomal proteins and biogenesis factors are recruited to the nascent pre-rRNA transcript leading to formation of an early 90S pre-ribosomal complex. A central pre-rRNA cleavage event then separates the precursors of the small (SSU; 40S) and large (LSU; 60S) ribosomal subunits, which undergo independent maturation pathways in the nucleolus and nucleoplasm before nuclear export and final maturation steps in the cytoplasm^2^. Concurrent with protein assembly, the pre-rRNAs undergo a series of endo- and exo-nucleolytic processing events to remove the transcribed spacer regions and generate the mature rRNAs (Fig. 1a)^3^. During pre-rRNA maturation, the rRNA sequences are extensively modified by multiple small nucleolar RNPs (snoRNPs), which contain a snoRNA that basepairs with the pre-rRNA to direct 2′-*O*-methylation, pseudouridylation or acetylation of specific nucleotides, as well as by a number of stand-alone modification enzymes^4,5^.

**Fig. 1:**
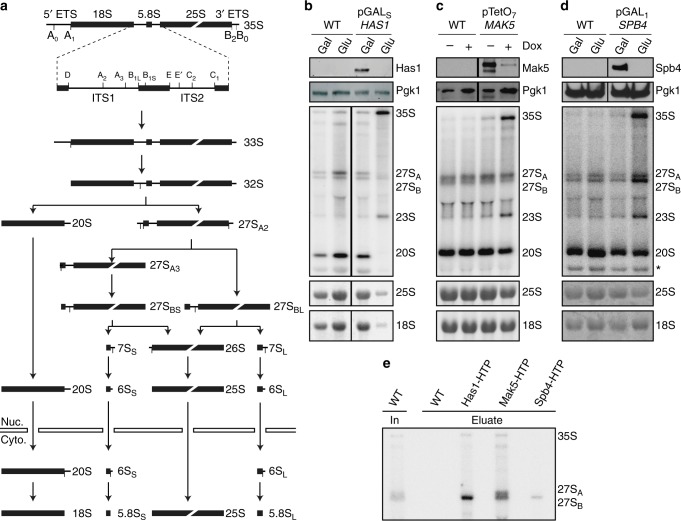
Has1, Mak5 and Spb4 are required for different steps of pre-60S maturation. **a** Schematic overview of pre-rRNA processing in *S. cerevisiae*. Mature rRNA sequences are indicated by black rectangles, and internal transcribed spacers (ITS) and external transcribed spacers (ETS) are shown as black lines. Pre-rRNA cleavage sites are marked by grey vertical lines and are named on the 35S pre-rRNA transcript. **b**–**d** Wild-type (WT) yeast, the pGAL_S_-HA-*HAS1* (**b**) and pGAL_1_-HA-*SPB4* (**d**) strain were grown in YPD (Glu) and YPG (Gal) for 12 h, and WT yeast and the pTetO_7_-HA-*MAK5* (**c**) strain were grown in the presence (+) or absence (−) of doxycycline for 10 h before harvesting. Proteins and RNAs were then extracted. Proteins were separated by SDS-PAGE and analysed by western blotting using an anti-HA antibody to detect the helicases and an anti-Pgk1 antibody as a loading control. RNAs were separated by denaturing agarose gel electrophoresis and pre-rRNAs were detected by northern blotting using probes hybridising in ITS1 and ITS2. Mature 25S and 18S rRNAs were visualised by methylene blue staining. Asterisk indicates cross-reactivity of the probes with the 18S rRNA. **e** Wild-type yeast (WT) and yeast cells expressing Has1-His_10_-TEV protease cleavage site-ProteinA (HTP), Mak5-HTP or Spb4-HTP were lysed, and complexes were retrieved on IgG sepharose and eluated by TEV protease cleavage. RNA was extracted from inputs (In; 1%) and eluates, and pre-rRNAs were detected as in (**b**–**d**)

Recent insights into the timing of ribosomal protein recruitment^6^, pre-rRNA rearrangements^7^ and structural analyses of several pre-ribosomal complexes^8–14^ reveal ribosome assembly to be highly ordered, with individual structural domains of each subunit formed sequentially. During their biogenesis, pre-ribosomal subunits undergo various structural transitions to achieve the final architecture found in mature ribosomes. For example, key events during pre-60S maturation are the docking of the 5S RNP and its 180° rotation to form the central protuberance^11^, assembly of the peptidyl transferase centre and polypeptide exit tunnel, and the removal of ITS2 sequences and biogenesis factors from the “foot” region^15,16^. Such irreversible remodelling steps, which are typically driven by NTP-dependent enzymes including GTPases, AAA-ATPases and RNA helicases, enforce the directionality of the pathway and act as key surveillance checkpoints, ensuring the fidelity of subunit assembly^17–20^.

So far, 21 RNA helicases are known to associate with pre-ribosomal complexes in yeast^20^ and functions have been ascribed to some of these proteins; several RNA helicases are implicated in the release of specific snoRNPs from pre-ribosomal complexes (Prp43, Has1, Rok1, Dhr1)^21–26^, while others are suggested to remodel pre-ribosomes to facilitate access of a pre-rRNA endonuclease (Prp43 and Nob1)^22,27^, enable rRNA modification (Kre33)^28^, drive stable incorporation of ribosomal proteins (Has1)^29^ or promote release of *trans*-acting biogenesis factors (Rok1)^30^. Knowledge of the functions and the molecular targets of other helicases remains limited but elucidation of the pre-rRNA sequences bound by the remaining pre-ribosome-associated RNA helicases and determination of their functions is key for uncovering how structural transitions during ribosome assembly are regulated.

Here we identify the pre-ribosomal-binding sites of three essential pre-60S helicases, Has1, Mak5 and Spb4 using a crosslinking-based analysis (CRAC). Our data imply a role for Has1 in unwinding U14 snoRNA-pre-rRNA duplexes and we identify a Has1 binding site on pre-60S complexes that is in line with its proposed role in driving stable incorporation of ribosomal proteins into domain I and its recruitment by a subset of factors such as Erb1^29^. We also discover crosslinking of Mak5 to 25S-H39 and structure probing data indicate that binding of the helicase to this region of the pre-rRNA promotes recruitment of the ribosomal protein Rpl10 (uL16). Finally, we identify two distinct pre-rRNA contact sites for the late-acting helicase Spb4, which may represent a binding platform and a remodelling target. Spb4 binds to the hinge region at the base of a highly flexible arm formed by H63/ES27, which anchors the pre-60S export factor Arx1^8^ and we demonstrate that Spb4 facilitates the association of Arx1 to pre-60S complexes.

## Results

### RNA helicases are required at different stages of pre-60S biogenesis

The putative RNA helicases Has1, Mak5 and Spb4 are implicated in biogenesis of the LSU^29,31,32^ and Has1 is also required for maturation of the SSU^33^. To define the pre-ribosomal complexes that Has1, Mak5 and Spb4 associate with and to demonstrate at which stage of ribosome biogenesis these proteins are required, we first established yeast strains in which each of these essential helicases could be transiently depleted by addition of doxycycline (pTetO_7_-HA-*MAK5*) or by growth in the presence of glucose (pGAL_S_-HA-*HAS1*, pGAL_1_-HA-*SPB4*) and pre-rRNAs were analysed by northern blotting to identify processing defects (Fig. 1b–d). In parallel, we isolated Has1-, Mak5- and Spb4-containing particles and investigated their pre-rRNA and protein composition using northern blotting and mass spectrometry respectively (Fig. 1e and Supplementary Table 1). These analyses revealed that Has1 associates with the initial 35S pre-rRNA transcript and 27S_B_ pre-rRNA as well as numerous ribosome biogenesis factors implicated in early SSU and intermediate LSU biogenesis (Fig. 1e and Supplementary Table 1). Lack of Has1 caused accumulation of the initial 35S pre-rRNA transcript and the aberrant 23S pre-rRNA intermediate that is often observed during cellular stress^34^, and concomitant decreases in the 20S and the 27S_A/B_ pre-rRNAs (Fig. 1b). These findings are consistent with roles for Has1 in the early steps of SSU maturation and the action of this helicase on 27S_B_ pre-rRNA-containing pre-60S complexes during LSU biogenesis. The 35S, 27S_A_ and 27S_B_ pre-rRNAs were enriched in pre-60S complexes isolated via Mak5 (Fig. 1e), suggesting that Mak5 binds upstream of Has1 during pre-60S biogenesis. This is in line with an earlier report showing that Mak5 accumulates on pre-66S complexes upon depletion of Has1^29^. Interestingly, depletion of Mak5 lead to accumulation of the 35S and 23S pre-RNAs, and decreased levels of the 27S_B_ but not 27S_A_ pre-rRNA (Fig. 1c), implying that Mak5 is recruited to early pre-60S particles, but that its presence is required when 27S_A_ is converted to 27S_B_. In line with the action of Mak5 in 27S pre-rRNA-containing complexes, a plethora of pre-60S biogenesis factors previously shown to act at this stage of LSU biogenesis, were co-precipitated with Mak5 (Supplementary Table 1). The 27S_B_ pre-rRNA was also present in Spb4-containing particles (Fig. 1e) and depletion of Spb4 was accompanied by a significant accumulation of this intermediate (Fig. 1d). This implies that is Spb4 is required for pre-60S biogenesis downstream of the pre-rRNA processing steps to remove ITS1 and that it is predominantly present in later pre-ribosomal particles than Mak5. Consistent with this, the LSU biogenesis factors identified in Spb4-containing particles are typically implicated in later steps in LSU biogenesis than those present in the Mak5 particle (Supplementary Table 1). Although the 35S pre-rRNA accumulated upon depletion of Spb4, this pre-rRNA species was not co-purified together with Spb4, suggesting that its accumulation is the result of a feedback mechanism, and in line with this model, the level of the aberrant 23S pre-rRNA also increased upon depletion of Spb4. Together, these results support a role for Has1 during early SSU biogenesis, and indicate the sequential action of Mak5, Has1 and then Spb4 during pre-60S maturation.

### The ATPase activities of Mak5 and Spb4 are required for LSU maturation

It has previously been shown that Has1 hydrolyses ATP in an RNA-dependent manner and that its ATPase activity is required during ribosome biogenesis^29,35^. However, although both Mak5 and Spb4 possess helicase core domains (Fig. 2a), their action as ATPases has not been demonstrated so far and it remains unknown whether their catalytic activities are required for LSU biogenesis. Recombinant, His_10_-ZZ-tagged wild-type Mak5 and Spb4, or mutant versions of the helicases carrying amino acid substitutions in their conserved DEAD and SAT motifs, which are implicated in ATP hydrolysis and the coupling of ATP hydrolysis with unwinding activity respectively^36^, were purified from *E. coli* (Fig. 2a, b) and used for NADH-coupled ATPase assays. Both wild-type Mak5 and Spb4 efficiently hydrolysed ATP and the rates of ATP turnover increased at higher RNA concentrations, demonstrating that these proteins are indeed RNA-dependent ATPases (Fig. 2c, d and Supplementary Table 2). However, mutation of the DEAD motif in either protein or the SAT motif of Mak5 abolished ATPase activity and alteration of the Spb4 SAT motif diminished the ability of the protein to hydrolyse ATP (Fig. 2c, d). To investigate whether the low activity of the mutant helicases arises due to decreased interaction with the RNA substrate or impaired ATP binding/hydrolysis, the affinity of the wild-type helicases and their mutants for RNA was determined using fluorescence anisotropy (Supplementary Fig. 1 and Supplementary Table 2). Although wild-type Mak5 displayed lower affinity for RNA than wild-type Spb4, mutation of the DEAD or SAT motifs of either protein did not significantly affect their interactions with RNA, implying that their reduced catalytic activity reflects a lack of ATP binding/hydrolysis.

**Fig. 2:**
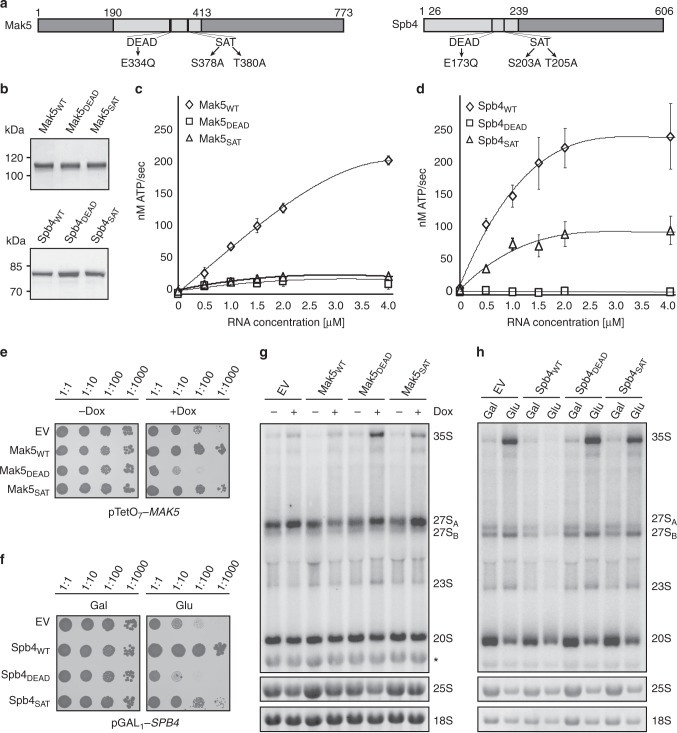
The ATPase activity of Mak5 and Spb4 is required for LSU biogenesis. **a** Schematic view of the domains of Mak5 and Spb4. The relative positions of the conserved RecA-like domains, and DEAD and SAT motifs, are highlighted. Amino acid numbers of domain boundaries are indicated above and amino acids substitutions introduced are marked below. **b** His_10_-ZZ-tagged wild-type Mak5 (Mak5_WT_), Mak5_DEAD_, Mak5_SAT_, wild-type Spb4 (Spb4_WT_), Spb4_DEAD_, Spb4_SAT_ were purified from *E. coli*, separated by SDS-PAGE and visualised by Coomassie staining. **c**, **d** The ATPase activity of recombinant Mak5 (**c**), Spb4 (**d**) and their mutants in the presence of different concentrations of RNA was monitored using NADH-coupled ATPase assays. Data from three independent experiments is shown as mean ± standard deviation. **e** The pTetO_7_*-*HA-*MAK5*–derived yeast strains carrying an empty pRS415 plasmid (EV) or pRS415-based plasmids for expression of Mak5_WT_, Mak5_DEAD_ or Mak5_SAT_ were grown in YPD before 10-fold serial dilution and growth on either YPD (-dox) or YPD supplemented with doxycycline (+dox) plates. Growth was recorded after 72 h growth at 30 °C. **f** Growth of the pGAL_1_-HA-*SPB4* yeast strain transformed with pRS415 (EV) or plasmids for expression of Spb4_WT_, Spb4_DEAD_ or Spb4_SAT_ was analysed on YPG (Gal) or YPD (Glu) as in (**e**). **g**, **h** The pTetO_7_-HA-*MAK5* and pGAL_1_-HA-*SPB4* complementation strains were grown as in (**e**, **f**) before harvesting. RNAs were isolated, separated by agarose-glyoxal gel electrophoresis and pre-rRNAs were detected by northern blotting using probes hybridising in ITS1 and ITS2. Mature rRNAs were detected by methylene blue staining. The experiments presented in (**e**–**h**) were all performed in triplicate and representative data is shown

Having established that Spb4 and Mak5 are RNA-dependent ATPases, we next determined if their catalytic activity is required for their functions in ribosome biogenesis. This is particularly relevant as our data together with previously published work suggests that both helicases may bind to pre-60S complexes prior to the time at which they function. Yeast complementation systems were therefore generated in which pTetO_7_-HA-*MAK5* or pGAL_1_-HA-*SPB4* strains were transformed with low copy, centromeric plasmids for the expression of wild-type or mutant Mak5 or Spb4 from their endogenous promoters or the empty vector. Serial dilution assays showed that all the strains grew equally well in permissive conditions and that growth defects caused by depletion of the endogenous helicases could be rescued by expression of plasmid-derived wild-type Mak5 or Spb4 (Fig. 2e, f). Expression of either Mak5_DEAD_ or Spb4_DEAD_ lead to more significant defects than those observed when the endogenous proteins were lacking (Fig. 2e, f), demonstrating that the ATPase activities of Spb4 and Mak5 are required for their cellular functions and that disruption of their DEAD motifs can have dominant negative effects. Expression of either Mak5_SAT_ or Spb4_SAT_ lead to milder growth defects (Fig. 2e, f) and for Spb4 this is consistent with the fact that this mutant retains some catalytic activity. While mutation of the SAT motif of Mak5 significantly decreased its ATPase activity in vitro, the effect on cellular growth was not as dramatic, suggesting that this mutation may have subtly different effects in vitro and in vivo.

To determine whether the requirement for the catalytic activities of Mak5 and Spb4 for cellular growth reflects their role in ribosome biogenesis, pre-rRNA processing was analysed in the strains expressing wild-type or catalytically inactive Mak5 or Spb4. Consistent with our earlier findings, northern blot analyses of RNAs from cells depleted of Mak5 or Spb4 complemented with an empty vector showed accumulation of the 35S and the 27S_A_ (Mak5) or 27S_B_ (Spb4) pre-rRNAs compared to the non-depleted sample and these defects were rescued by re-expression of the wild-type helicases (Fig. 2g, h). Similar to depletion of the endogenous helicases, expression of Mak5 or Spb4 carrying mutations in the DEAD or SAT motifs lead to accumulations of the 35S and 27S_A_/27S_B_ pre-rRNAs (Fig. 2g, h), demonstrating that the activity, rather than the presence, of these proteins is necessary for pre-rRNA processing. Taken together, these data show that Mak5 and Spb4 are RNA-dependent ATPases and that their catalytic activity is required for their essential functions during LSU biogenesis.

### Has1 and Mak5 and Spb4 bind distinct pre-ribosomal regions

To determine the pre-rRNA targets of Has1, Mak5 and Spb4, we applied the in vivo photoactivatable ribonucleoside-enhanced crosslinking and analysis of cDNA (PAR-CRAC) approach^37,38^. Yeast strains expressing C-terminally His-TEV protease site-Protein A (HTP)-tagged Has1, Mak5 or Spb4 from their endogenous promoters or wild-type yeast were subjected to in vivo crosslinking and helicase-RNA complexes were purified under native and denaturing conditions. 

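The files analysed here hold 1 PAR-CRAC library for each of 4 strains (no replicates), namely untagged wild-type yeast (WT) as the control and yeast expressing Has1-HTP, Mak5-HTP or Spb4-HTP. In PAR-CRAC, cells incorporate 4-thiouridine into newly made RNA, and UV light then crosslinks this nucleotide to a bound protein. A crosslinked nucleotide is often read as C instead of T during reverse transcription, so a T-C mutation marks a contact site. According to the methods, cells were grown in medium with 10 mg/L uracil and 100 μM 4-thiouracil, then for 4 h with 1 mM 4-thiouracil, and crosslinked at 365 nm with 2 cycles of 600 mJ/cm2. For each library the authors deposited the hits per RNA class and, for each nucleotide of the 35S pre-rRNA transcribed from *RDN37*, the hits and the T-C mutations. For WT and Has1-HTP, the files also hold the hits on each snoRNA, a profile along the U14 snoRNA and a list of chimeric reads. Apart from the chimeras, which are read counts, all values are scaled to 1000000 mapped reads and written as whole numbers, and they are called normalised hits here.

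The number of reads behind the values could be derived for only some libraries. In the WT 35S profile, every low value was a multiple of 6.72 normalised hits, the worth of 1 read, which corresponds to 148798 mapped reads. The same step in the Has1-HTP profile was 1.391 normalised hits, corresponding to 718907 mapped reads, and no plain step was present in the Mak5-HTP and Spb4-HTP profiles, so their depth is unknown. A value that rests on 3 reads is 20.2 normalised hits in WT and 4.17 in Has1-HTP. The classes summed to 1113303 normalised hits in WT, 1090873 in Has1-HTP, 1048672 in Mak5-HTP and 1061295 in Spb4-HTP, so some reads fell into more than 1 class.

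In the files, the 35S pre-rRNA is 6858 nt long, with the 18S rRNA at nucleotides 701 to 2500, the 5.8S rRNA at 2863 to 3019 and the 25S rRNA at 3252 to 6647. Positions given for the 18S and 25S rRNAs are counted from the 5′ end of the mature rRNA. Values of the helicase libraries were divided by those of WT without a test, because the normalised hits are not counts and each strain has a single library. The choices most able to change the numbers are the denominator of a share, the scaling to all mapped reads rather than to the 35S pre-rRNA, and the borders of the rRNA windows.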

After partial RNase digestion, adaptors were ligated and RNAs were isolated, reverse transcribed and PCR amplified to generate cDNA libraries that were analysed by Illumina deep sequencing. The obtained sequence reads were mapped to the *S. cerevisiae* genome and reads not containing a specific T to C mutation were discarded^39^. CRAC experiments were performed at least in duplicate with high reproducibility and a representative dataset is presented. The distributions of the obtained sequence reads mapping to different classes of RNAs were then analysed (Fig. 3a and Supplementary Table 3). The proportions of reads mapping to different RNA types in the control sample reflect the distribution of non-specifically co-purified (i.e. background) RNAs that are carried through the CRAC procedure. 

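In the WT library, 36.02% of the normalised hits over all RNA classes fell on rRNA, with a 95% Wilson interval of 35.78 to 36.27% from the 148798 reads derived for this library. The rRNA share was 76.36% in the Has1-HTP library, with an interval of 76.27 to 76.46%, and thus 2.12 times that of WT. In the Mak5-HTP library the share was 59.33%, or 1.647 times that of WT, and in the Spb4-HTP library it was 42.0%, or 1.166 times that of WT (no replicates, and no interval since the depth of both libraries is unknown). The intervals cover the sampling of reads and not the variation between libraries, which a single library per strain does not show. Leaving tRNA out of the classes moved the Has1-HTP value most, to 1.64 times that of WT. The paper describes these increases over the control as compatible with a part of the helicases in ribosome assembly.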

Our analysis revealed that compared to the control, the amount of rRNA sequences retrieved with Has1, Mak5 and Spb4 were markedly increased (WT - 36%, Has1 - 76%, Mak5 - 59%, Spb4 - 42%), consistent with their involvement in ribosome assembly. 

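Outside rRNA, the shares of the classes were compared with those in the WT library (no replicates). Intergenic regions held 12.7% of the normalised hits in WT, 9.658% in Has1-HTP, 5.888% in Mak5-HTP and 8.512% in Spb4-HTP. For mRNA the shares were 18.87% in WT, 4.715% in Has1-HTP, 12.17% in Mak5-HTP and 14.73% in Spb4-HTP. The tRNA share was 29.31% in WT, with a 95% Wilson interval of 29.08 to 29.54%, and it was lower in Has1-HTP with 8.659% and in Mak5-HTP with 20.65%. In Spb4-HTP the tRNA share was 33.1%, which is 1.129 times that of WT. snoRNAs made up 2.38% of the hits in WT, 0.4045% in Has1-HTP, 1.381% in Mak5-HTP and 0.713% in Spb4-HTP. When shares were taken of the reads outside rRNA only, the Has1-HTP values moved most, that of intergenic regions from 0.7607 to 2.059 times WT. From the shares of intergenic, mRNA and tRNA reads, the paper proposes that the helicases have no role in other RNA metabolism.

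**Figure D1:**
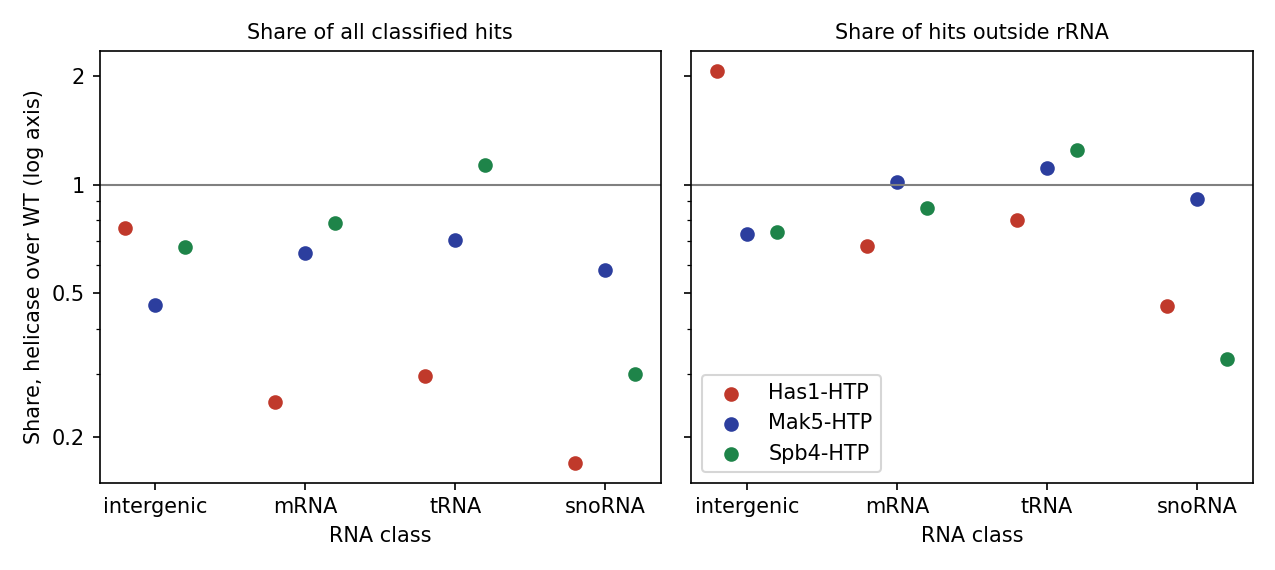
Share of 4 RNA classes in each helicase library divided by the share in WT (log axis, 1 library per point), on the left over all classified hits and on the right over hits outside rRNA. On the left only tRNA in Spb4-HTP lies above 1, at 1.129, and on the right the intergenic share of Has1-HTP lies at 2.059.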

The proportion of sequence reads in the Has1, Mak5 and Spb4 datasets mapping to intergenic regions, or mRNA or tRNA genes, was reduced compared to the control sample, suggesting that these helicases do not act in other aspects of RNA metabolism. Analysis of the distribution of reads mapping to the rDNA sequence encoding the 35S pre-rRNA transcript revealed specific crosslinking sites in the 25S rRNA sequence for each of the helicases as well as crosslinking sites of Has1 in the 18S rRNA sequence (Fig. 3b). 

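Crosslinking sites were taken as runs of nucleotides with at least 10% of the highest value of the mature rRNA in the same library, the lower end of the colour scale in Fig. 4a, with gaps of up to 20 nt joined. By this rule Has1-HTP had 3 sites on the 18S rRNA and 3 on the 25S rRNA, Mak5-HTP had 4 on the 25S rRNA and Spb4-HTP had 7 (no replicates). Not all of them stood above the control. Among the sites on the 25S rRNA, the highest nucleotide was below 1.5 times its WT value at 1 Has1-HTP site (nucleotide 944), 1 Mak5-HTP site (nucleotide 2870) and 3 Spb4-HTP sites (nucleotides 2178, 2298 and 2871). The highest value anywhere on the 35S pre-rRNA was 66174 normalised hits in Has1-HTP, 35266 in Mak5-HTP, 21933 in Spb4-HTP and 18836 in WT. The WT maximum lay at nucleotide 3187 of the 25S rRNA, where Has1-HTP had 327 normalised hits, Mak5-HTP 708 and Spb4-HTP 826.

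In windows around the helices that the paper names, mean normalised hits per nucleotide were divided by those of WT. Has1-HTP reached 73.4 times the WT mean in 25S-H21–22 and 15.4 times in 18S-H30–35, and Mak5-HTP 23.4 times in 25S-H39. Spb4-HTP reached 8.64 times the WT mean in 25S-H62–63 and 7.15 times in 25S-H101. Each of these windows had its highest ratio in the helicase that the paper assigns to it, although Has1-HTP also had 3.7 times the WT mean in 25S-H39, and in 25S-H21–22 Mak5-HTP had 3.03 times and Spb4-HTP 2.61 times. Of the alternatives, thresholds of 25% and 50% of the maximum changed the number of sites most, each leaving 2 on the 25S rRNA for Spb4-HTP. The paper concludes from the read distribution that each helicase has specific sites in the 25S rRNA sequence and that Has1 has further sites in the 18S rRNA sequence.

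**Figure D2:**
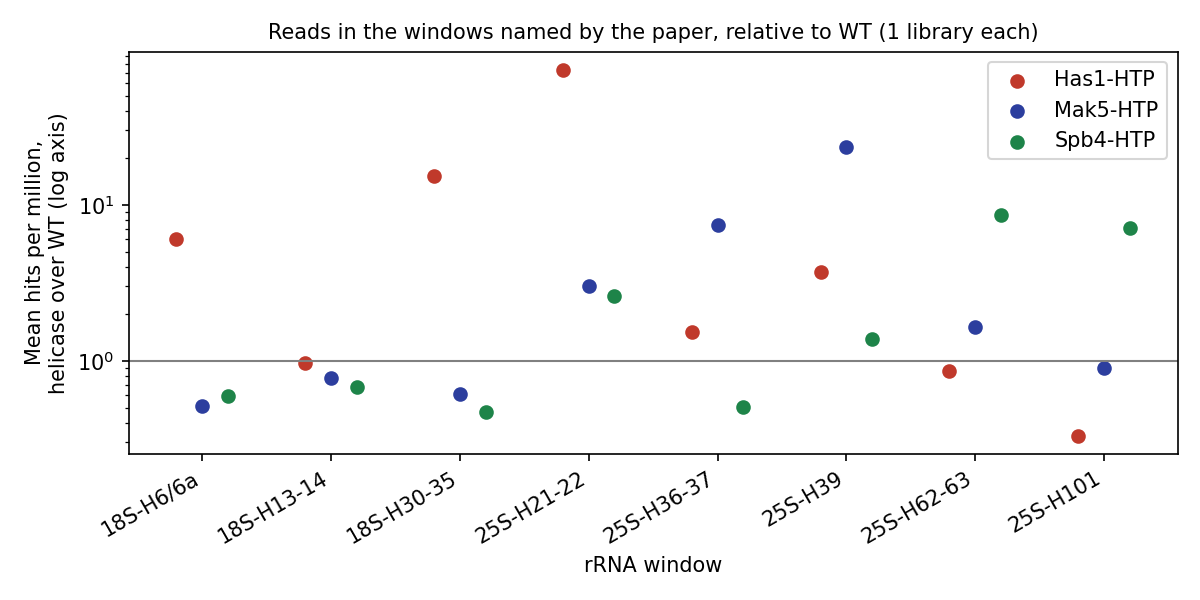
Mean normalised hits per nucleotide in 8 rRNA windows, each helicase library divided by WT (log axis, 1 library per point, grey line at 1). The largest ratio is 73.4 for Has1-HTP in 25S-H21–22, and all 3 helicases lie below 1 in 18S-H13-14.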

The binding of a protein to these pre-rRNA sequences is further supported by the detection of specific mutations, which are introduced at nucleotides crosslinked to amino acids, in the sequence reads (Fig. 3c-f).

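The T-C values are on the same scale as the reads and summed over the 35S pre-rRNA to 170436 in WT, 395563 in Has1-HTP, 238394 in Mak5-HTP and 157980 in Spb4-HTP (no replicates). In Has1-HTP, the 25S-H21–22 window held 17.8% of them against 0.489% in WT, and the 18S-H30–35 window held 43.6% against 6.44%. The 25S-H36–37 window held 17.8% of the T-C mutations in Mak5-HTP and 3.45% in WT, whereas 25S-H39 held 17.9% and 1.16%. For Spb4-HTP the share was 11.6% in 25S-H62–63, compared with 1.39% in WT, and 17.0% in 25S-H101, compared with 2.61%. The nucleotide with most T-C mutations in Has1-HTP was 297 of the 25S rRNA, with a T-C value of 46378 among 61672 normalised hits, and in Mak5-HTP it was 1143, with 17599 among 26536. In Spb4-HTP it was nucleotide 1936, with a T-C value of 7532 among 14304 normalised hits, and in WT the highest T-C value was 7419.

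All T-C values in the files stand at the nucleotide directly 5′ of a T, so the positions given are those of the files and the mutated T lies 1 nt downstream. Since reads without a T-C mutation had been discarded by the authors, mutations can only lie where reads lie, and no test of that coincidence was made. Among the windows above, counting only nucleotides that are T moved the 25S-H36–37 share of Mak5-HTP most, from 5.17 to 25.08 times that of WT. In Has1-HTP, widening the windows by 50 nt reversed the ratio to WT in 18S-H6/6a, from 3.23 to 0.7515. The same change reversed the ratio in 18S-H13-14, from 1.43 to 0.2134. The paper takes the mutations as further evidence that a protein bound these pre-rRNA sequences.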

**Fig. 3:**
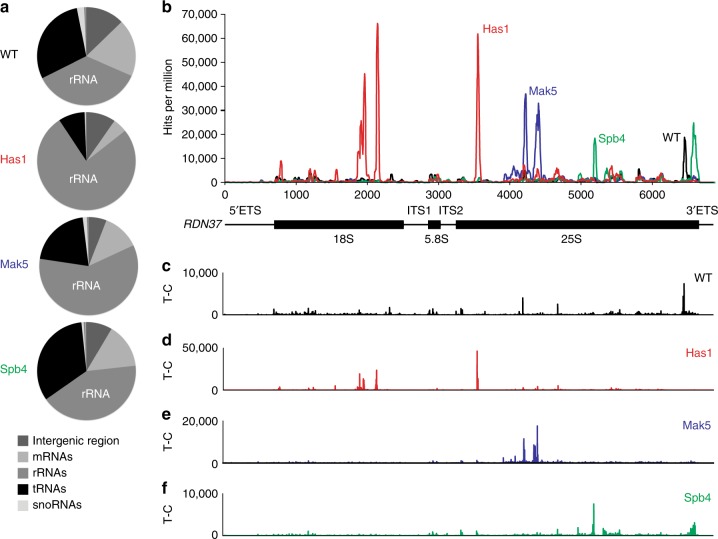
Has1, Mak5 and Spb4 crosslink to spatially distinct pre-rRNA sequences. **a** Wild-type yeast (WT) or yeast expressing C-terminally HTP tagged Has1, Spb4 or Mak5 were subjected to PAR-CRAC and the obtained sequence reads were mapped to the *S. cerevisiae* genome. The relative proportions of reads mapping to different classes of RNAs is shown. **b** For WT, Has1-HTP, Mak5-HTP and Spb4-HTP, the normalised number of reads mapped per nucleotide to the *RDN37* locus is shown above a schematic view of the initial 35S pre-rRNA transcript. Nucleotide positions on the 35S pre-rRNA transcript are indicated below the graph. **c**–**f** The number of T-C mutations detected per nucleotide of the *RDN37* locus is shown for the WT (**c**), Has1-HTP (**d**), Mak5-HTP (**e**) and Spb4-HTP (**f**) CRAC samples. ETS external transcribed spacer, ITS internal transcribed spacer

### Has1 crosslinks to specific sites within the 18S and 25S rRNA sequences

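On the 18S rRNA, the Has1-HTP library had 3 sites above 10% of its maximum (no replicates). The site in H6/6a spanned nucleotides 75 to 98, or 775 to 798 of the 35S pre-rRNA, and its highest value was 8910 normalised hits at nucleotide 86, against 1042 in WT, 619 in Mak5-HTP and 719 in Spb4-HTP. The sequence around this nucleotide is ATACAGTGAAACTGCGAATGG, written as DNA as in the files. In the H30–35 region, a site at nucleotides 1159 to 1282 reached 45240 normalised hits at nucleotide 1260 and a site at nucleotides 1420 to 1467 reached 66174 at nucleotide 1440, where WT had 840 and 968. Over the whole H6/6a window of nucleotides 60 to 100, the mean was 6318 normalised hits in Has1-HTP and 1046 in WT, a ratio of 6.04. The ratio fell to 1.831 when this window was widened by 50 nt on each side, the alternative that moved it most. With a threshold of 25% or 50% of the maximum, the H6/6a site was lost and 2 sites remained on the 18S rRNA. Modelled onto the secondary structure, these sites are the basis on which the paper places Has1 at H6/6a in the 5′ domain and at a stem of H30–35 in the 3′ major domain.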

Analysis of the crosslinking sites of Has1 on the secondary structure of the mature 18S rRNA^40^ revealed Has1 binding to helix (H)6/6a in the 5′ domain and to regions of H30–35 that form a stem structure in the 3′ major domain (Fig. 4a). H6/6a is a known basepairing site of the U14 snoRNA, which both forms long-range interactions within the early pre-ribosome^21,41^ and also guides 2′-*O*-methylation of 18S-C414 in H14^42^. Reads mapping across the 18S-Cm414 site were detected in the Has1 CRAC data but not the control or the CRAC data of Mak5 or Spb4, however, their relatively low number (Fig. 3b) suggests a transient interaction between Has1 and this pre-rRNA sequence. 

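All 4 libraries had reads across 18S-C414, which lies at position 1114 of the 35S pre-rRNA within the sequence GCTACCACATCCAAGGAAGGC (no replicates). Has1-HTP had 456 normalised hits there, WT 255, Mak5-HTP 155 and Spb4-HTP 134. By the worth of 1 read, these values correspond to 328 reads in Has1-HTP and 38 in WT, whereas the read numbers of the other libraries are unknown. The Has1-HTP value was 1.788 times that of WT, 2.942 times that of Mak5-HTP and 3.403 times that of Spb4-HTP, and it amounted to 0.689% of the Has1-HTP maximum on the 18S rRNA. Over the H13-14 window of nucleotides 380 to 430, the means were 462.3 normalised hits in Has1-HTP and 475.8 in WT, so the ratio to WT was 0.9717. The ratio to WT at C414 changed most when values were divided by the sum over the 35S pre-rRNA, to 0.7788. The highest T-C value of the H13-14 window was 346 in Has1-HTP and 87 in WT. From the detection of reads in the Has1 data and their low number, the paper proposes a transient interaction of Has1 with this sequence.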

Depletion of Has1 causes accumulation of the U14 snoRNA on pre-ribosomal complexes (Supplementary Fig. 2a)^23,25^, but it has remained unknown whether the helicase is directly involved in snoRNA release. A direct role for Has1 in mediating U14 release would necessitate helicase-snoRNA interaction and we therefore examined the relative distribution of sequence reads corresponding to each of the 79 snoRNAs present in *S. cerevisiae* (Fig. 4b), which revealed a > 8-fold increase in the proportion of sequence reads mapping to the U14 snoRNA sequence in the Has1 CRAC data compared to the control, indicating a direct interaction between Has1 and U14. 

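The files list 77 snoRNAs for WT and Has1-HTP, in which U14 is named SNR128 (no replicates). U14 held 1343 of 26496 normalised snoRNA hits in WT, or 5.069%, with a 95% Wilson interval of 4.43 to 5.802% from the 200 of 3943 reads that the worth of 1 read gives. In Has1-HTP, 1388 of 4413 normalised snoRNA hits fell on U14, or 31.45%, with an interval of 29.86 to 33.09% from 998 of 3173 reads. The share was therefore 6.205 times that of WT, with a 95% interval of 5.37 to 7.17 (log method for a ratio of shares). All other snoRNAs together had 25153 normalised hits in WT and 3025 in Has1-HTP. As a share of all classified hits, U14 amounted to 0.121% in WT and 0.127% in Has1-HTP, a ratio of 1.055 and the largest change under any alternative. This ratio is lowered by rRNA, which takes 76.36% of the classified hits in Has1-HTP and 36.02% in WT. From the higher proportion among the snoRNA reads, the paper reasons that Has1 contacts U14 directly.

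**Figure D3:**
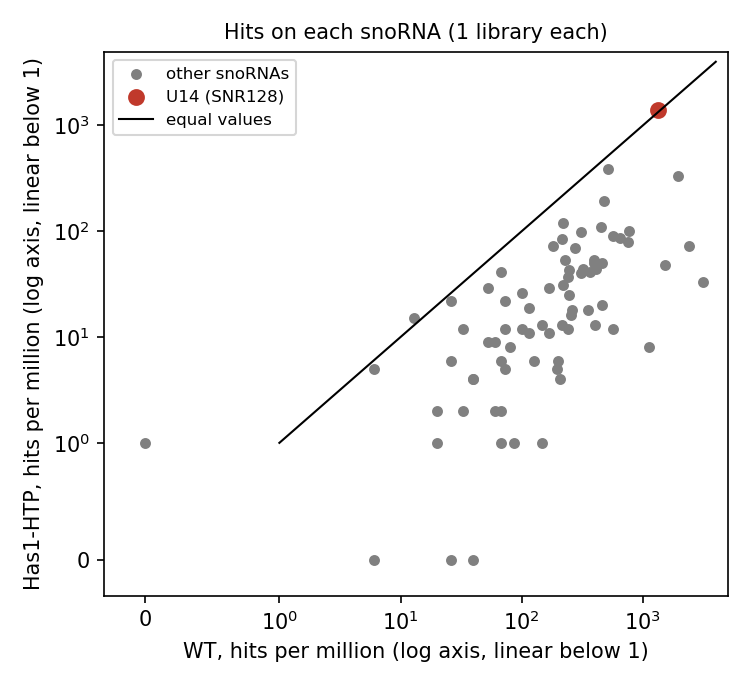
Normalised hits on each of the 77 snoRNAs in Has1-HTP (vertical) against WT (horizontal), both axes logarithmic and linear below 1, with a line of equal values. U14 lies on the line, at 1343 in WT and 1388 in Has1-HTP, while most other snoRNAs lie below it. Values are scaled to all mapped reads, of which rRNA takes a larger part in Has1-HTP.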

Analysis of the distribution of sequence reads along the U14 snoRNA revealed that the majority mapped to the U14 B domain, which basepairs with the 18S-H13-14 sequence (Fig. 4c), thereby demonstrating that Has1 contacts both the pre-rRNA and snoRNA sequences involved in U14-pre-rRNA interactions. 

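The profile along U14 covers 126 nt (no replicates). In Has1-HTP, the mean over the B domain, taken as nucleotides 100 to 110 from Fig. 4c, was 731.6 normalised hits, and the mean over the A domain, taken as nucleotides 28 to 40, was 124.2, a ratio of 5.89. In WT the means were 230.1 and 97.46 normalised hits, a ratio of 2.36. The highest value was 753 at nucleotide 106 in Has1-HTP and 245 at nucleotide 100 in WT. From nucleotide 61 to the end lay 83.7% of the summed profile in Has1-HTP and 70.5% in WT. Of the distinct values of the WT profile, 97.6% are multiples of 3.397 normalised hits. The steps of the WT 35S profile and snoRNA list were 6.72 and 6.719. Heights are therefore not compared between the libraries here, and the ratio of the domains within a library does not depend on the scale. Taking nucleotides 61 to the end over those before changed the Has1-HTP ratio most, to 5.12. The paper concludes from the position of the reads that Has1 contacts both the pre-rRNA and the snoRNA sequences of the U14-pre-rRNA interaction.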

The CRAC data were also mined for chimeric sequence reads, which can be generated if two RNA sequences are simultaneously bound by the same protein and are joined during the adaptor ligation steps, using a crosslinking and analysis of sequence hybrids (CLASH) pipeline^43^. 

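Chimeric reads are given as counts, with the positions of both parts, and U14 is named snR128 in these lists (no replicates). In Has1-HTP, 62 chimeras of U14 and the 18S rRNA were listed among 75 chimeras of any snoRNA. Of these, 38 joined nucleotides 1 to 51 of U14, which include the A domain, to nucleotides 25 to 102 of the 18S rRNA, and 1 joined nucleotides 1 to 22 to nucleotides 79 to 98. A further 23 joined nucleotides 70 to 123 of U14, which include the B domain, to nucleotides 397 to 433 of the 18S rRNA, a stretch that contains C414. No U14 chimera was listed for WT, in which 3 reads correspond to 20.2 per 1000000 mapped reads. Per 1000000 mapped reads, the 62 chimeras of Has1-HTP correspond to 86.24, and this scaling, the only alternative, left WT at 0. The paper takes such chimeras as pairs of RNA sequences that were bound by the same protein at the same time.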

In the Has1 CRAC data, many chimeric sequence reads composed of the U14 A domain and the 18S-H6/6a sequence were detected as well as numerous chimeras composed of the U14 B domain and the cognate 18S-H13-14 sequence containing the 18S-Cm414 modification (Fig. 4d). 

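Besides U14, the chimeras listed for Has1-HTP involved snR55 with 7 reads, snR52 with 4 and snR56 with 2, all joined to the 18S rRNA (no replicates). The WT list held 2 chimeras, both of snR55. The U14 chimeras met the 18S rRNA at the sequences where Has1-HTP reads were examined, but so did the others. In Has1-HTP, those of snR55 and snR56 lay in the H30–35 window, for example 5 of snR55 at nucleotides 1253 to 1282. Those of snR52 lay in the H13-14 window or overlapped it, and both WT chimeras lay in the H30–35 window. Meeting an examined sequence is therefore not particular to U14. The mean in the H6/6a window was 6.04 times that of WT, and it was 0.972 times that of WT in the H13-14 window. The latter ratio changed direction when the share of T-C mutations was taken in place of reads, to 1.43. That share is of the T-C sum over the 35S pre-rRNA, and the read ratio divided by the 35S sum was 0.4232. In the crosslinks at the rRNA and at U14 and in the chimeras, the paper sees support for a direct role of Has1 in freeing U14.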

These data support a direct role for Has1 in release of the U14 snoRNA from its basepairing sites in the 18S rRNA sequence. Interestingly, we identified an additional Has1 crosslinking site in the 18S-H30–35 sequence, which is spatially distinct in the mature 40S structure (Fig. 4e). 

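The H30–35 window of nucleotides 1100 to 1500 held 42.9% of the summed hits over the 35S pre-rRNA in Has1-HTP and 6.39% in WT (no replicates). Its mean was 15.4 times that of WT, whereas Mak5-HTP had 0.612 times and Spb4-HTP 0.472 times the WT mean. The strands of the stem differed in height, with 45240 normalised hits at nucleotide 1260, in the sequence TTCTTGATTTTGTGGGTGGTG, and 66174 at nucleotide 1440, in the sequence TCTGTGATGCCCTTAGACGTT. Both exceeded the H6/6a maximum of 8910. The highest T-C value of the window was 23600 at nucleotide 1442, where 65335 normalised hits lay. With the window maximum in place of the mean, the ratio to WT rose to 37.45, the largest shift of any alternative. The paper describes this region as an additional Has1 site that is distant from H6/6a in the mature subunit.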

While this raises the possibility that Has1 has additional functions in SSU biogenesis, it is more likely that in the early pre-ribosomal complexes to which Has1 binds, the H30–35 region is in closer proximity to the 5′ domain and that U14 snoRNA release represents the primary function of Has1 during SSU biogenesis. Although Has1 was not identified in the recently published cryo-electron microscopy structures of SSU processomes^10,44,45^, the H30–35 region was reported to be highly flexible, which is consistent with this model.

**Fig. 4:**
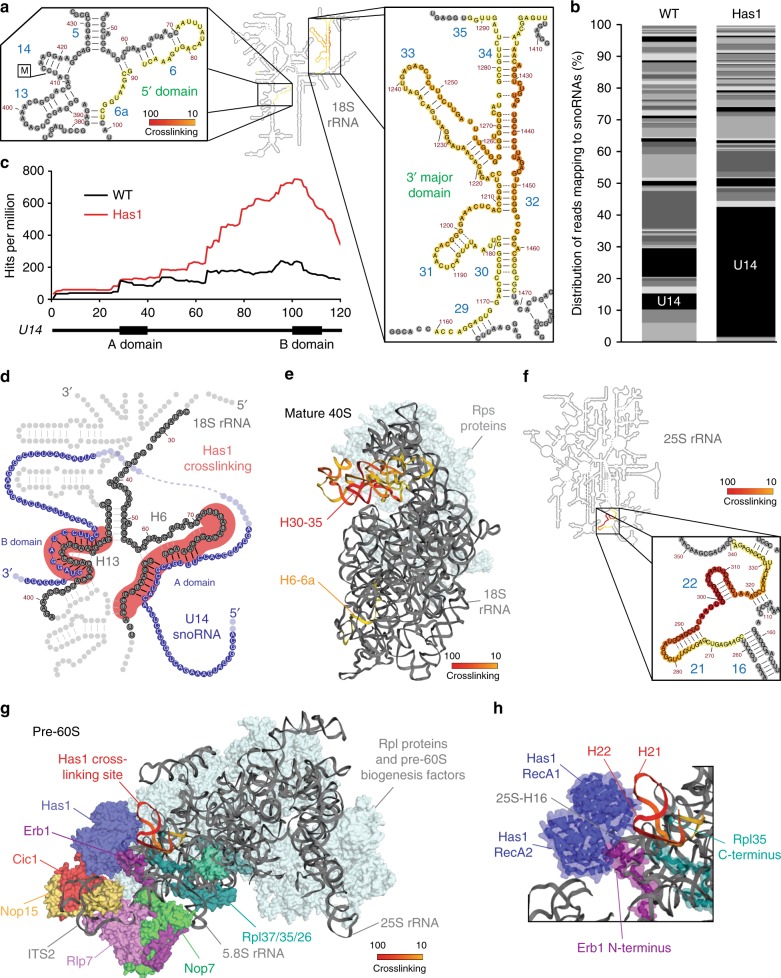
The Has1-binding sites correlate with its functions in snoRNA release and 25S-domain I assembly. **a** The number of sequence reads in the Has1-HTP CRAC data mapping to each nucleotide of the 18S rRNA sequence is shown on the secondary structure of the mature 18S rRNA using a colour code where the maximum number of reads (100%) is shown in red and lower numbers of reads (10%) are shown in yellow. Magnified views of the Has1 crosslinking sites are presented. **b** The relative number of reads mapping to each snoRNA in the WT and Has1-HTP CRAC datasets is shown. The proportion of sequence reads mapping to the U14 snoRNA is highlighted. **c** The distribution of sequence reads mapping to *U14* in the WT and Has1-HTP CRAC datasets is shown above a schematic view of the snoRNA. **d** 18S rRNA (grey) and U14 snoRNA (blue) sequences identified in chimeric reads in the Has1-HTP CRAC dataset are shown on a model of the secondary structure of the 5′ domain of the 18S rRNA. Basepairing present in the mature rRNA (grey) and between the 18S rRNA sequence and the U14 snoRNA (black) is shown. Has1 crosslinking sites are indicated in red. **e** The Has1 CRAC data was modelled onto the tertiary structure of the mature 18S rRNA (PDB: 4V88) using a colour scale as described in (**a**). **f** The Has1-HTP CRAC data was modelled onto the secondary structure of the mature 25S rRNA as in (**a**). **g** The Has1-HTP CRAC data was modelled onto the tertiary structure of the 25S rRNA in a pre-60S complex purified via Nsa1 and Nop2 (state 2; PDB: 6COF [https://www.rcsb.org/structure/6C0F]) using a colour code as in (**a**) Ribosomal proteins (Rpls) and ribosome biogenesis factors present in this particle are shown in surface view and are highlighted in difference colours as labelled. **h** A magnified view of the structural context of the Has1 crosslinking site is shown as in (**g**). Cartoon views of secondary structural features of Has1, Erb1 and Rpl35 are shown within the surface view models

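On the 25S rRNA, the Has1-HTP profile had its maximum in H21–22 (no replicates). The site spanned nucleotides 272 to 333, or 3523 to 3584 of the 35S pre-rRNA, and reached 61827 normalised hits at nucleotide 298, within the sequence CAGCTCTAAGTGGGTGGTAAA. At this nucleotide WT had 349 normalised hits, Mak5-HTP 1920 and Spb4-HTP 1699. The mean over nucleotides 260 to 340 was 25700 in Has1-HTP and 350.3 in WT, a ratio of 73.4. The other sites above 10% of the maximum were lower, with 7264 normalised hits at nucleotide 944, where WT had 5060, and 6890 at nucleotide 2178, where WT had 2896. Neither remained when WT values were subtracted or when the threshold was 25%. Division by the sum over the 35S pre-rRNA reduced the ratio in H21–22 most, to 31.95. The paper places Has1 in H21–22 from the reads modelled on the secondary structure.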

To gain insight into the role of Has1 in pre-60S biogenesis, the Has1 CRAC data was mapped onto the secondary structure of the 25S rRNA, which highlighted Has1 crosslinks in H21–22 of the 25S rRNA sequence (Fig. 4f). While this manuscript was under review, cryo-electron microscopy (EM) structures of late nucleolar pre-60S particles, which contain density identified as Has1 were published^9,13,14^. Mapping of the Has1 CRAC data onto these structures (see for example PDB 6COF [https://www.rcsb.org/structure/6C0F]^13^; Fig. 4g) revealed the close proximity of the Has1 crosslinking site in H21–22 to the reported positions of Has1. Interestingly, in these structures, H21–22 lies adjacent to the RecA1 domain of Has1 suggesting that this is likely the region of the protein that is crosslinked to RNA during PAR-CRAC (Fig. 4h). The identification of a Has1 binding site in domain I of the 25S rRNA sequence is in line with a previous report showing that a subset of pre-60S biogenesis factors (Erb1, Nop7, Ytm1, Rlp7, Nop15 and Cic1), which bind to domain I, ITS2 and the 5.8S rRNA sequence, are required for Has1 recruitment into pre-60S particles^29^. Similarly, the Has1 binding site is consistent with the observation that depletion of Has1, or expression of Has1 carrying mutations predicted to impair its catalytic activity, impedes the stable assembly of the ribosomal proteins Rpl26 (uL24), Rpl35 (uL29) and Rpl37 (eL37) into domain I (Fig. 4g)^29^.

### Mak5 crosslinks to the Rpl10 binding site within the 25S rRNA sequence

The function(s) of Mak5 during pre-60S biogenesis have remained elusive but genetic interactions of Mak5 with a number of pre-60S biogenesis factors (Nsa1, Ebp2, Nop16, Rpf1) and ribosomal proteins (Rpl6 (eL6), Rpl14 (eL14), Rpl16 (uL13)) have been reported^46^. 

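The Mak5-HTP profile on the 25S rRNA had its highest values in 2 sites of domain II (no replicates). The site at nucleotides 886 to 1019, or 4137 to 4270 of the 35S pre-rRNA, reached 35266 normalised hits at nucleotide 954, within the sequence CCTGCCGAAGTTTCCCTCAGG, where WT had 4623. WT itself had a maximum of 5060 normalised hits in this window, at nucleotide 944. The site at nucleotides 1060 to 1171 reached 31539 at nucleotide 1132, within the sequence TTTTGGTAAGCAGAACTGGCG, where WT had 820, Has1-HTP 5628 and Spb4-HTP 1430. Means were 7.38 times those of WT in the H36–37 window of nucleotides 900 to 1000, and 23.4 times in the H39 window of nucleotides 1100 to 1200. A further site at nucleotides 764 to 853 reached 6578 normalised hits, and 1 at nucleotides 2867 to 2872 reached 3614, near the WT value of 3010. With the window maximum in place of the mean, the H39 ratio rose to 35.28, and with division by the sum over the 35S pre-rRNA both ratios fell, to 4.68 in H36–37 and 14.85 in H39. Nucleotides A1129 and A1130 had 28004 and 28959 normalised hits in Mak5-HTP. A1120 and C1141, whose accessibility the paper reports as not reduced without Mak5, had 25202 and 28735. On the basis of these sites, the paper assigns Mak5 to H36–37 and H39.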

To visualise the structural context of the newly identified crosslinking sites, the number of sequence reads in the Mak5 CRAC data mapping to each nucleotide of the 25S rRNA sequence was modelled onto the secondary structure of the mature 25S rRNA, which revealed that the Mak5 crosslinking sites are in domain II of the 25S rRNA sequence in H36–37 and H39 (Fig. 5a). Mak5 is not present in any of the currently available cryo-EM structures of pre-60S particles but as the helicase was previously co-purified with Nsa1^46^, the Mak5 CRAC data was mapped onto the tertiary structure of a pre-60S complex isolated via the biogenesis factors Nsa1 and Nop2, which is likely to closely resemble the in vivo substrate of Mak5 (PBD 6CB1 [https://www.rcsb.org/structure/6CB1]; Fig. 5b)^13^. With the exception of the N-terminal region of Rpl6, the proteins reported to genetically interact with Mak5 are somewhat distant to the Mak5 crosslinking site (Fig. 5b), implying that the genetic interactions do not reflect physical interactions but rather that structural changes induced by Mak5 binding to domain II influence the recruitment, function or release of these factors.

**Fig. 5:**
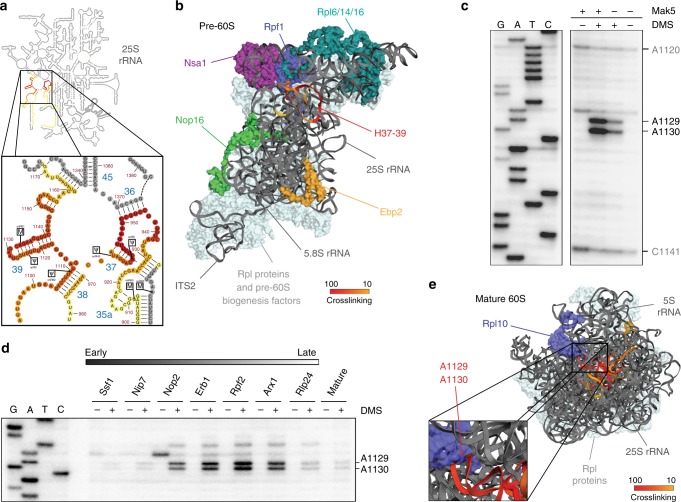
Mak5 crosslinks to the 25S rRNA sequence that is later bound by Rpl10. **a** The number of sequence reads in the Mak5-HTP CRAC data corresponding to each nucleotide of the 25S rRNA sequence is shown on the secondary structure of the mature 25S rRNA using a colour code where the maximum number of reads (100%) is shown in red and lower numbers of reads (10%) are shown in yellow. A magnified view of the Mak5 crosslinking sites in H36–37 and H39 is shown. **b** The number of sequence reads in the Mak5-HTP CRAC data corresponding to each nucleotide of the 25S rRNA sequence was modelled onto the tertiary structure of the 25S rRNA sequence in a pre-60S complex purified via Nsa1 and Nop2 (state 3; PDB: 6CB1 [https://www.rcsb.org/structure/6CB1]) using a colour code as in (**a**). Densities corresponding to specific ribosomal proteins and pre-60S biogenesis factors are highlighted in various colours. **c** Nop2-containing pre-60S complexes purified from yeast expressing (+) or depleted (−) of Mak5 were immobilised on IgG sepharose and either treated with DMS (+) or left untreated (−). RNAs isolated from these complexes served as substrate for primer extension reactions and cDNA fragments were separated by denaturing PAGE, alongside a sequencing ladder, before visualisation. Differentially methylated nucleotide are indicated. Replicate experiments were performed and representative data is presented. **d** Mature 25S rRNA and pre-60S complexes isolated via different TAP or HTP-tagged biogenesis factors that bind sequentially to early, intermediate and late pre-ribosomal complexes as indicated were immobilised on IgG sepharose and then either treated with DMS (+) or left untreated (−). RNAs isolated from these complexes were used for primer extension reactions, and cDNA fragments were separated by denaturing PAGE and visualised using a phosphorimager. **e** The number of sequence reads in the Mak5-HTP CRAC data corresponding to each nucleotide of the 25S rRNA sequence was modelled onto the tertiary structure of the mature 60S subunit (PDB: 4V88 [https://www.rcsb.org/structure/4V88]) using a colour code as in (**a**). The ribosomal protein Rpl10 is highlighted in blue and a magnified view of the contacts between 25S-H39 and Rpl10 is shown

Next, as the Mak5-binding sites identified contained the basepairing sites of several snoRNAs (snR5, snR8, snR43, snR51, snR60 and snR82), we analysed the levels of all 79 snoRNAs on pre-ribosomes upon depletion of Mak5 using quantitative PCR. Depletion of Mak5 did not lead to significant changes in the levels of any snoRNAs on pre-ribosomal complexes (Supplementary Fig. 2), indicating that, in contrast to Has1 (Supplementary Fig. 2)^23,25^, Mak5 does not regulate snoRNP dynamics on pre-ribosomal complexes.

To gain functional insight into the role of Mak5 and the potential changes its action may cause in the pre-rRNA structure, we monitored 25S-H36–39 by dimethyl sulfate (DMS) structure probing upon depletion of the helicase. Treatment of RNA with DMS leads to *N*^3^- and *N*^1^- methylation of accessible (non-basepaired and non-protein-bound) cytidine and adenosine residues respectively^47^, which impedes the progress of a reverse transcriptase, allowing changes in nucleotide accessibility to be monitored by primer extension. As the crosslinking sites of Mak5 lie within the sequence of the mature 25S rRNA, analysis of changes in pre-rRNA structure caused by depletion of Mak5 necessitates isolation of pre-60S complexes. Western and northern blotting were used to confirm the presence of Mak5 and the 27S_A/B_ pre-rRNAs it binds in pre-60S particles purified via Nop2 (Supplementary Fig. 3a, b). As Mak5 acts at the 27S_A_ to 27S_B_ transition (Fig. 1c), we further verified that depletion of Mak5 does not significantly affect the amount of these pre-rRNA co-purified with Nop2 (Supplementary Fig. 3c). Then Nop2-containing pre-60S complexes purified from cells expressing or depleted of Mak5 were immobilised on IgG sepharose and either treated with DMS or left untreated. Purified RNAs were used for primer extension reactions using a [^32^P]-labelled primer hybridising downstream of 25S-H39 and the obtained cDNA fragments were separated by denaturing PAGE alongside a sequencing ladder to enable identification of nucleotides where the reverse transcriptase stalled (Fig. 5c). Comparison of the modification pattern observed in DMS-treated RNAs obtained from cells expressing Mak5 revealed that in the Nop2 particle, 25S-A1129 and 25S-A1130 are readily accessible (Fig. 5c). Upon depletion of Mak5, the methylation of these residues, but not other residues such as 25S-A1120 and 25S-C1141, was significantly reduced, indicating that the presence of Mak5 contributes to the accessibility of these specific residues. This suggests that during early stages of pre-60S biogenesis, these residues may be involved in different basepairing interactions to those observed in the mature 25S rRNA structure or alternatively, that these nucleotides are bound by an early pre-60S biogenesis factor that is released by the binding of Mak5.

To test the hypothesis that the DMS-accessibility of 25S-A1129 and 25S-A1130 is altered during pre-60S biogenesis, we performed affinity purifications using HTP- or TAP-tagged pre-60S biogenesis factors as baits. While this approach leads to the isolation of heterogenous mixtures of particles, the selection of several factors that predominantly enrich different populations of pre-60S complexes, or are known to associate with exclusively early (e.g. Ssf1) or late (e.g. Arx1) pre-60S complexes enabled us to visualise the accessibility of 25S-A1129 and 25S-A1130 along the time course of pre-60S maturation. These particles were either DMS treated or left untreated and primer extension analysis was used to monitor the extent of methylation of 25S-A1129 and 25S-A1130 (Fig. 5d). Consistent with our model, in early pre-60S complexes, DMS-mediated methylation of 25S-A1129 and 25S-A1130 was low, whereas in the intermediate pre-60S complexes, methylation of these residues was significantly increased. The high accessibility of 25S-A1129 and 25S-A1130 observed in the intermediate pre-60S complexes is consistent with the lack of pre-rRNA-pre-rRNA and pre-rRNA–protein interactions formed by these nucleotides in the available pre-ribosome structures of complexes at this stage of pre-60S maturation^8,9,11–14,18^. Interestingly, in predominantly cytoplasmic pre-60S particles purified via Rlp24 and in the mature 25S rRNA, the accessibility of 25S-A1129 and 25S-A1130 was markedly reduced again. As these residues are not involved in basepairing interactions in mature ribosomes^48^, this implies that this pre-rRNA region is ultimately protected by a ribosomal protein or ribosome-associated factor. Indeed, inspection of the interactions formed by these residues in mature 60S subunits revealed that they are directly contacted by Rpl10, a ribosomal protein that is recruited late to cytoplasmic pre-60S complexes (Fig. 5e). As Mak5 and Rpl10 bind to the same pre-rRNA region, to determine whether Mak5 contributes to the recruitment of Rpl10, pre-60S complexes were enriched from cells expressing or depleted of Mak5 via the cytoplasmic biogenesis factor Kre35 and the level of Rpl10-GFP was determined by western blotting. As depletion of Mak5 affects pre-60S maturation, we verified that pre-60S particles could be exported to the cytoplasm when Mak5 is lacking and the amount of Kre35-TAP particles analysed was normalised according to the level of Rpl15 (eL15), which is incorporated during the early steps of pre-60S maturation. This revealed that upon depletion of Mak5, the amount of Rpl10 present on cytoplasmic pre-60S complexes is reduced compared to that detected in cells expressing Mak5 (Supplementary Fig. 4). Our data therefore suggest that binding of Mak5 to 25S-H37–39 of the 25S rRNA sequence during pre-60S biogenesis is required to form a structure that can be bound by Rpl10.

### Spb4 binds helix 101 and a hinge region at the base of ES27

Mapping of the Spb4 CRAC data on the secondary structure of the mature 25S rRNA revealed two crosslinking sites on the 25S rRNA sequence in H101 in domain VI and H62–63 in domain IV (Fig. 6a). 

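The Spb4-HTP profile was highest in H101 and next highest in H62–63 (no replicates). The H101 site spanned nucleotides 3278 to 3387, or 6529 to 6638 of the 35S pre-rRNA, and reached 21933 normalised hits at nucleotide 3313, within the sequence GTATACGACTTAGATGTACAA, where WT had 2144. The H62–63 site spanned nucleotides 5158 to 5204 of the 35S pre-rRNA and reached 16301 normalised hits at C1926, within the sequence TCCGTAACTTCGGGATAAGGA, where WT had 1982. Mean normalised hits were 8.64 times those of WT in the H62–63 window of nucleotides 1900 to 2000 and 7.15 times in the H101 window of nucleotides 3300 to 3396. At the 10% threshold, 5 more sites were found. Those at nucleotides 1695 to 1736 and 2064 to 2119 reached 3372 and 5259 normalised hits, or 6.69 and 4.83 times the WT values, and the other sites were at 1.19 times WT or lower. In Fig. 6a the nucleotides around the peak of the site at 2064 to 2119 are drawn as the other strand of H63, outside the H62–63 window. Only the sites that peaked at C1926 in H62–63 and at nucleotide 3313 in H101 remained with a threshold of 25% or 50% of the maximum. Widening the windows by 50 nt moved both ratios to WT, to 6.027 in H62–63 and 5.2 in H101, the largest decreases among the alternatives. The paper concludes that Spb4 has crosslinking sites in H101 of domain VI and H62–63 of domain IV.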

While visualisation of the Spb4 CRAC data on the tertiary structure of pre-60S complexes purified via Nog2^12^ or a stalled pre-60S intermediate purified via Ytm1_E80A_^9^ confirmed that these sites are in relatively close proximity during the intermediate steps of pre-60S biogenesis, these Spb4 crosslinking sites appear to represent distinct contact sites between the helicase and pre-ribosome (Fig. 6b and Supplementary Fig. 5). Although the position of Spb4 in the Ytm1_E80A_ complex was not reported^9^, unassigned density in this particle was later demonstrated to correspond to Spb4^13^. Importantly, this structural information places Spb4 in close proximity to H101 and H62–63, confirming the crosslinking sites identified by CRAC as *bona fide* protein binding sites. Notably, no snoRNA-guided rRNA modifications are present within the crosslinking sites of Spb4 and lack of Spb4 did not significantly affect snoRNA levels on pre-ribosomal complexes (Supplementary Fig. 2), which is consistent with the requirement for Spb4 during later stages of pre-60S biogenesis, after the majority of snoRNAs have been released.

**Fig. 6:**
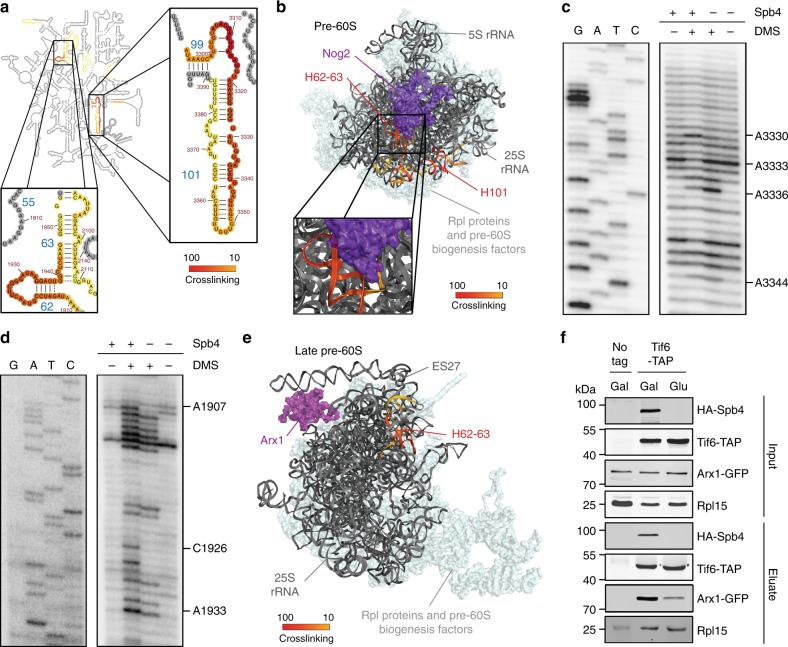
Spb4 contacts H101 and H62–63 of the 25S rRNA sequence. **a** The number of sequence reads in the Spb4-HTP CRAC data corresponding to each nucleotide of the 25S rRNA sequence is shown on the secondary structure of the mature 25S rRNA using a colour code where the maximum of reads (100%) is shown in red and lower numbers of reads (10%) are shown in yellow. Magnified views of the Spb4 crosslinking sites in H101 and H62–63 are presented. **b** The Spb4-HTP CRAC data was modelled onto the tertiary structure of the 25S rRNA sequence in a pre-60S complex purified via Nog2 (PDB: 3JCT [https://www.rcsb.org/structure/3JCT]) using a colour code as in (**a**). The position of Nog2 is indicated in purple. **c**, **d** Nop2-containing pre-60S complexes purified from yeast either expressing (+) or depleted (−) of Spb4 were immobilised on IgG sepharose and either treated with DMS (+) or left untreated (−). Isolated RNAs were used in primer extension reactions using primers hybridising downstream of H101 (**c**) or H62–63 (**d**). cDNA fragments were analysed by denaturing PAGE and visualised using a phosphorimager. Nucleotides that are differentially methylated by DMS in the presence and absence of Spb4 are indicated. Experiments were performed in replica and representative images are presented. **e** The Spb4 CRAC data was modelled onto the tertiary structure of the 25S rRNA sequence in a pre-60S complex purified via Rix1 (PDB: 5JCS [https://www.rcsb.org/structure/5JCS]) using a colour code as in (a). The position of Arx1 is indicated in purple. **f** Pre-60S complexes were isolated via TAP-tagged Tif6 from yeast expressing Arx1-GFP in the presence (Gal) or absence (Glu) of Spb4. Proteins in input and eluate samples were separated by SDS-PAGE and analysed by western blotting to detect the indicated proteins

To analyse the structure of the pre-rRNA regions crosslinked by Spb4 in the presence and absence of the helicase, DMS structure probing was again employed. Based on the structural analysis described above^13^, Spb4 is anticipated to be present in pre-60S complexes containing Nop2 (Supplementary Fig. 5a). After verifying this association under our purification conditions (Supplementary Fig. 5b), Nop2-containing pre-60S complexes purified from cells expressing or lacking Spb4 were either treated with DMS or left untreated. Isolated RNAs served as templates for primer extension reactions using [^32^P]-labelled primers that anneal to the 25S rRNA sequence in H101 or H61 to examine changes in the accessibility of nucleotides within the two Spb4 crosslinking sites. Analysis of the cDNA fragments obtained using the primer annealing downstream of the Spb4 crosslinking site in H101 revealed that 25S-A3336 is more readily modified by DMS when Spb4 is lacking (Fig. 6c). Furthermore, several other nucleotides within this region of the 25S rRNA sequence showed altered DMS-modification patterns upon depletion of Spb4, whereas the extent of modification of nucleotides more distant from this Spb4 crosslinking site remained unaffected, confirming 25S-H101 as a binding site of Spb4 on the 25S rRNA. In contrast, monitoring changes in 25S-H62–63 upon depletion of Spb4 highlighted several nucleotides (A1907, C1926 and A1933), which were less accessible for DMS-mediated modification when Spb4 was lacking (Fig. 6d), implying that Spb4 is involved in structural rearrangements in this region of domain IV. Taken together with the lesser extent of crosslinking of Spb4 to 25S-H62–63 compared to 25S-H101, these data imply that domain VI may serve as a binding platform for the helicase while a transient interaction of Spb4 with 25S-H62–63 of domain IV likely reflects its remodelling activity.

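In the Spb4-HTP library, the highest value in the H62–63 window was 16301 normalised hits and that in the H101 window 21933, a ratio of 0.7432 (no replicates). WT had 2003 and 2191 normalised hits in these windows, a ratio of 0.914. Window means were 5904 and 10760 in Spb4-HTP. The order of the sites was the opposite for the highest T-C value at a nucleotide, which was 7532 at nucleotide 1936 in H62–63 and 3069 at nucleotide 3345 in H101, a ratio of 2.454 and the largest shift of any alternative. Summed over the windows, the T-C values were 18344 and 26808, a ratio of 0.6843 in an alternative that was chosen after seeing the data. The windows hold neither site in full. The site at nucleotides 2064 to 2119, drawn in Fig. 6a as the other strand of H63, lies outside the H62–63 window and had T-C values that summed to 7515. The H101 site began at nucleotide 3278, before its window. Relative to WT, H62–63 was higher for the mean, at 8.64 against 7.15 times, and for the T-C share, at 8.37 against 6.5 times. H101 was higher for the window maximum, at 10.01 against 8.138 times WT. With a single library, whether the difference between the sites exceeds the variation between libraries is unknown. The nucleotides C1926 and A1933 had 16301 and 15147 normalised hits in Spb4-HTP, and A3336 had 16965. From the lower crosslinking in H62–63 and the structure probing, the paper proposes that domain VI is a binding platform for Spb4 and that its contact with H62–63 is transient and reflects remodelling.

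**Figure D4:**
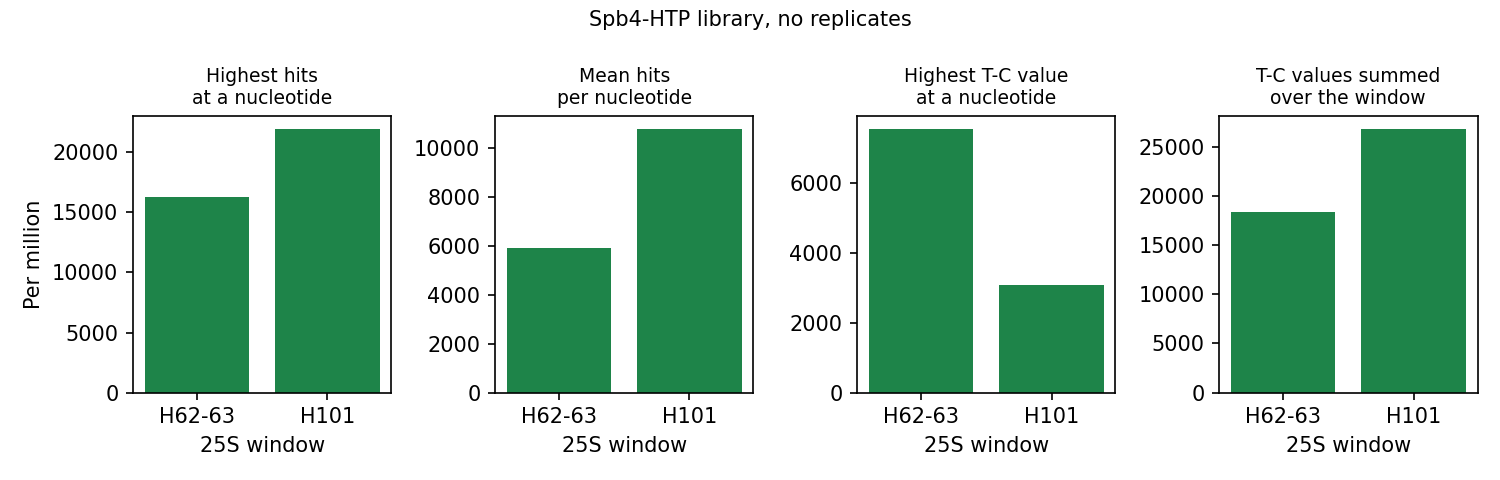
Spb4-HTP values in the H62–63 and H101 windows of the 25S rRNA (bars start at 0, 1 library, values scaled to 1000000 mapped reads and not divided by WT). H101 is higher for the highest hits (21933 against 16301), the mean hits and the summed T-C values, and H62–63 is higher for the highest T-C value (7532 against 3069). The H62–63 window covers only the 5′ strand of H63.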

### Spb4 is required for recruitment of the pre-60S export factor Arx1

Spb4 is required for assembly of the GTPase Nog2, which acts as a placeholder for the essential export adaptor Nmd3, into pre-60 complexes^17,49^. Structural analyses show that Nog2 is positioned within domain IV of pre-60S complexes (Fig. 6b), consistent with a model in which structural rearrangements around 25S-H62–63 initiated by Spb4 facilitate recruitment of Nog2 to pre-ribosomal complexes. Interestingly, the crosslinking site of Spb4 in 25S-H62–63 is at the base of eukaryotic expansion segment (ES)27, which, in late nucleoplasmic pre-60S complexes, forms a flexible arm that clamps the export factor Arx1 (Fig. 6e). The relative positions of Spb4 and Arx1 on pre-60S complexes raised the possibility that 25S-H62–63 acts as a molecular hinge and that the action of Spb4 is required for incorporation of Arx1 into pre-60 complexes. To test this hypothesis, late pre-60S complexes were purified via TAP-tagged Tif6, which is co-exported with pre-60S particles, from cells expressing or depleted of Spb4, and Arx1-GFP levels were monitored by western blotting. As lack of Spb4 affects LSU biogenesis, to enable Arx1 levels on pre-60S complexes purified from cells expressing or depleted of Spb4 to be compared, the amounts of particles were first normalised according to the Tif6 bait protein and the ribosomal protein Rpl15, which is incorporated into early pre-60S complexes (Fig. 6f). Arx1-GFP was not retrieved from control cells expressing untagged Tif6, and while Arx1-GFP was abundant in pre-60S complexes purified in the presence of Spb4, depletion of Spb4 markedly reduced the amount of Arx1, demonstrating the requirement for Spb4 for Arx1 recruitment to pre-60S complexes.

## Discussion

The production of ribosomes is an essential, but highly complex and energetically expensive, cellular process. Early proteomic analyses of yeast pre-ribosomal particles provided inventories of >200 ribosome biogenesis factors. A major challenge in the subsequent years has been to dissect the dynamic interactions of these proteins with pre-ribosomal complexes and to elucidate their precise contributions to the maturation pathway. Momentous advances in cryo-EM have recently enabled the first structures of mature ribosomes and pre-ribosomal subunits to be solved^8–14^, providing a wealth of information about the architecture of these complexes and the interactions of a subset of ribosome biogenesis factors. Already, these structural views of pre-ribosomal complexes have enabled fundamental aspects of eukaryotic ribosome assembly to be visualised, such as the modular assembly of SSU processome complexes and early pre-ribosomal particles, the sequential compaction and stabilisation of defined domains/regions, and the progressive release of biogenesis factors, concomitant with formation of structural features present in mature ribosomal subunits. They have further highlighted important structural transitions that take place during subunit assembly and understanding how these remodelling events are regulated has emerged as a key question. Due to their well-known functions in structural rearrangements of RNA and RNPs, RNA helicases likely act as important regulators of such pre-ribosomal events^20^. Here, we have identified the pre-ribosomal binding sites of three RNA helicases, Has1, Mak5 and Spb4. In the case of Has1 and Spb4, our crosslinking data are highly compatible with the positions of these proteins within recently published structures of pre-60S complexes^9,13,14^. Determining the pre-ribosomal binding sites of these enzymes has provided new insight into their recruitment, the potential targets of their remodelling activity and their functions.

Interestingly, accumulation of the U14 snoRNA on pre-40S complexes has not only been observed upon depletion of Has1^25^, but also in cells lacking another SSU helicase, Dbp4^26^, raising the question of whether these observations reflect direct or indirect effects. Our identification of Has1 crosslinking to both the U14 sequences and the 18S rRNA regions involved in basepairing interactions, together with the abundance of chimeric sequence reads derived from these sequences in the Has1 CRAC data, provides strong evidence for a direct role of Has1 in unwinding U14 snoRNA-pre-rRNA duplexes. In contrast, the U14 snoRNA does not co-precipitate with Dbp4^50^, suggesting that the observed U14 accumulation upon Dpb4 depletion is an indirect effect and that the dynamics of U14 within early pre-ribosomes can be influenced by other aspects of SSU assembly. Consistent with this model, depletion of another non-enzymatic SSU biogenesis factor Efg1 has recently been shown to perturb assembly of the 5′ domain of the 18S rRNA leading to accumulation of the U14 snoRNA on pre-ribosomes^51^. Notably, the RNA helicases Prp43 and Dhr1, which are implicated in release of a cluster of snoRNAs from pre-60S complexes and dissociation of the U3 snoRNA from its basepairing sites in the central pseudoknot region of the pre-18S rRNA sequence^22,24^, are both DEAH-box helicases that likely act by ATP-coupled, processive duplex unwinding. In contrast, as a DEAD-box helicase, Has1 performs local strand unwinding, suggesting that alternative molecular mechanisms can be employed to promote disassembly of snoRNP complexes from pre-ribosomes.

The detection of another crosslinking site of Has1 in domain I of the 25S rRNA, is in line with a proposed function in driving assembly of this pre-rRNA region by promoting the stable incorporation of several ribosomal proteins, including Rpl26, Rpl35 and Rpl37^29^. The newly available atomic resolution models of Has1 bound to pre-60S complexes give insights into its pre-rRNA contacts and provide a platform from which to consider the precise target of the remodelling action of this helicase. Mapping of the Has1 CRAC data onto these structures suggests that the crosslinking site in H21–22 reflects contacts formed by the RecA1 domain, whereas the adjacent H16 protrudes into the cleft between the two RecA-like domains of the helicase. While this suggests that 25S-H16 may be the target of Has1 activity, comparison with a crystal structure of an RNA-bound form of the mitochondrial DEAD-box protein Mms116 indicates that the RNA-protein contacts formed by Has1 and 25S-H16 are different, leading to the suggestion that this position represents a docking conformation rather than an active orientation^14^. Given the functional evidence for a role of Has1 in domain I assembly^29^ and as the available cryo-EM structures represent specific snapshots of pre-60S biogenesis, it is likely that only subtle structural rearrangements bring Has1 into its active conformation on the pre-rRNA.

The contribution of the multifunctional RNA helicase Has1 to the maturation of both ribosomal subunits as well as the observation that RNA helicases largely interact with the sugar-phosphate backbone of their substrates rendering their RNA interactions sequence independent, raises the question of how Has1 is specifically recruited to its pre-ribosomal targets. A subset of pre-60S biogenesis factors (Erb1, Nop7, Rlp7, Nop15 and Cic1) that bind in close proximity to Has1 are required for the association of the helicase and Has1 is directly contacted by Erb1 and Cic1. However, it remains unclear whether Has1 recruitment is mediated by protein–protein interactions or whether the assembly of the factors leads to formation of an RNA structure that can be bound by Has1. Interestingly, we also identified a Has1 cross-linking site in 18S-H30–35 that is distinct from its active target site in the 5′ domain of the 18S rRNA sequence; it is unlikely that this reflects two independent Has1 pre-40S binding events, suggesting that contact with 18S-H30–35 is not formed by the catalytic site of Has1 but instead that this pre-rRNA region may represent a binding platform.

CRAC analysis of Spb4 similarly revealed two crosslinking sites in 25S-H63 and 25S-H101, which we suggest may reflect a remodelling site and a binding platform for the helicase respectively. Our data implicate Spb4 in structural rearrangement of 25S-H63 that forms a hinge region at the base of ES27 to enable recruitment of the pre-60S export factor Arx1. Interestingly, Nog2, which binds in close proximity to Spb4 and is also dependent on the helicase for its recruitment^49^, functions as a placeholder for the essential export adaptor Nmd3^17,52^, implying that Spb4 may contribute to establishing the export competence of pre-60S particles. Interestingly, Spb4 has a highly basic C-terminal region extending beyond the conserved RecA-like domains of the helicase core. In other RNA helicases, such as Mss116, such “basic tails” have been shown to anchor the enzymes in proximity to their target duplexes^53^, raising the possibility that the crosslinking site of Spb4 in 25S-H101 reflects a pre-rRNA contact of this region of the protein. Although we only identified one crosslinking site for Mak5 in 25S-H36–39, this helicase similarly has a highly basic C-terminal extension, which has previously been shown to be important for Mak5 function and cell viability^46^. Our data suggest that binding of Mak5 to 25S-H39 during the early stages of pre-60S biogenesis makes this region accessible for the subsequent recruitment of Rpl10 after export of pre-60S complexes to the cytoplasm. Recruitment of Rpl10 is a critical step in LSU maturation as not only does it promote release of the pre-60S export factor Nmd3^54^ but also the presence of Rpl10 in mature 60S subunits is essential for subunit joining and this protein acts as a pivot for ribosome rotations during translation^55,56^. Taken together, identification of the binding sites of Has1, Mak5 and Spb4 and analysis of their functions highlights the diversity of the roles that RNA helicases can play during assembly of large ribonucleoprotein complexes.

## Methods

### Yeast strains and growth analysis

Yeast strains are based on the BY4741 strain^57^ and were grown in YPD (1% yeast extract, 2% peptone, 2% glucose), YPG (1% yeast extract, 2% peptone, 2% galactose) or synthetic media lacking specific amino acids (ForMedium). The endogenous promoters of *HAS1*, *MAK5* or *SPB4* were exchanged for either the pTetO_7_ promoter (*MAK5*), the pGAL_1_ promoter (*SPB4*) or the pGAL_S_ promoter (*HAS1*) using standard methods (Supplementary Tables 4 and 5)^58,59^. Insertion of the regulatable promoter was accompanied by integration of a 3xHA-tag to enable detection of the expressed protein using an anti-HA antibody. C-terminal tagging (His_10_-TEV protease cleavage site-Protein A (HTP); calmodulin-binding peptide-TEV protease cleavage site-Protein A (TAP); green fluorescent protein (GFP)) of other ribosome biogenesis factors was achieved using similar methods (Supplementary Tables 4 and 5). To deplete Mak5, the pTetO_7_-HA-*MAK5* strain was grown in exponential phase in the presence of 10 μg/ml (YPD) or 20 μg/ml (synthetic media) doxycycline for 10 h, whereas depletion of Has1 or Spb4 was achieved by growth of the pGAL_S_-HA-*HAS1* or pGAL_1_-HA-*SPB4* in YPD for 12 h. To generate complementation systems, the *SPB4* and *MAK5* coding sequences with 500 bp upstream and 500 bp downstream of the start and stop codons (to include the endogenous promoters and terminators) were cloned into the pRS415 vector to enable expression of the proteins at their endogenous levels in yeast. Site-directed mutagenesis, using the primers listed in Supplementary Table 5, was performed to alter the coding sequences of *MAK5* and *SPB4* to introduce glutamate to glutamine substitutions in the conserved DEAD motifs (Spb4 - E173Q (Spb4_DEAD_); Mak5 - E334Q (Mak5_DEAD_)) and to convert the SAT motifs to AAA (Spb4 - S203A and T205A (Spb4_SAT_); Mak5 - S378A andT380A (Mak5_SAT_)) in the expressed proteins. These plasmids were used to transform the pTetO_7_-HA-*MAK5* and pGAL_1_-HA-*SPB4* strains (Supplementary Table 4). The growth of yeast strains was monitored using serial dilution assays in which an equal number of cells from exponentially growing cultures were serially diluted then spotted onto appropriate media and colony number/size was determined after growth at 30 °C for 72 h.

### Analysis of protein levels in yeast

For analysis of protein levels in yeast, cells were pelleted, resuspended in water and lysed by vortexing in the presence of glass beads before precipitation of proteins using 15% trichloroacetic acid (TCA). Protein samples were separated by denaturing (sodium dodecyl sulfate; SDS) polyacrylamide gel electrophoresis (PAGE) and analysed by western blotting using antibodies listed in Supplementary Table 6.

### RNA extraction and northern blotting

Total RNA was isolated from exponentially growing yeast cells using phenol:chloroform extraction^60^. To detect pre-rRNAs, total RNA was denatured using glyoxal at 55 °C, separated on a 1.2% agarose gel in BPTE (10 mM PIPES, 30 mM Bis-Tris, 1 mM EDTA pH 8.0) and then transferred to a nylon membrane. Northern blotting using 5′-[^32^P]-labelled DNA oligonucleotides (Supplementary Table 5) that hybridise to ITS1 and ITS2 respectively, was performed and pre-rRNAs were visualised using a phosphorimager.

### Purification of recombinant proteins

The coding sequences of *SPB4* and *MAK5* were cloned (see Supplementary Table 5 for primer sequences) into a pQE80-derivative vector for expression of proteins with an N-terminal His_10_-ZZ tag in *Escherichia coli (E. coli)*. Site-directed mutagenesis was used, as described above, to generate constructs for expression of Spb4_DEAD_, Spb4_SAT_, Mak5_DEAD_ and Mak5_SAT_. The plasmids for recombinant expression of His_10_-ZZ-tagged wild-type or mutant Spb4 or Mak5 were used to transform BL21 Codon Plus cells and protein expression was induced by addition of 1 mM IPTG at 18 °C overnight. The cells were harvested and lysed by sonication in a buffer containing 50 mM Tris-HCl pH 7.0, 500 mM NaCl, 1 mM MgCl_2_, 10 mM imidazole, 1 mM PMSF and 10% glycerol, then centrifuged at 20,000 × g for 20 min at 4 °C to pellet cell debris. To precipitate nucleic acids, polyethyleneimine (PEI) was added to the soluble extract to a final concentration of 0.05% and the sample was incubated for 15 min at 4 °C. Following centrifugation at 33,000 × g for 30 min at 4 °C, His-tagged proteins were retrieved from the supernatant on cOmplete His-Tag purification resin (Roche). After sequential washing steps with Wash buffer I (50 mM Tris-HCl pH 7.0, 500 mM NaCl, 1 mM MgCl_2_, 30 mM imidazole, 10% glycerol), Wash buffer II (50 mM Tris-HCl pH 7.0, 1 M NaCl, 1 mM MgCl_2_, 30 mM imidazole, 10% glycerol) and Wash buffer I, proteins were eluted in 50 mM Tris-HCl pH 7.0, 500 mM NaCl, 1 mM MgCl_2_, 300 mM imidazole, 10% glycerol. Fractions containing protein were pooled, glycerol was added to a final concentration of 20% and the sample was dialysed against 50 mM Tris-HCl pH 7.0, 120 mM NaCl, 2 mM MgCl_2_, 20% glycerol overnight at 4 °C. The concentration of the purified protein was determined using a Bradford assay and proteins were visualised by SDS-PAGE followed by Coomassie staining.

### In vitro ATPase assays

ATP hydrolysis by recombinant RNA helicases was monitored using in vitro NADH-coupled ATPase assays^61^. Reactions were set up containing 45 mM Tris-HCl pH 7.4, 25 mM NaCl, 2 mM MgCl_2_, 4 mM ATP, 1 mM phosphoenolpyruvate (PEP), 20 U/ml pyruvate kinase/lactic dehydrogenase, 300 μM NADH, 2 μM helicase, 0–4 μM RNA (32 nt; 5′-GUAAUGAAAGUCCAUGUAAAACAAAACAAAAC-3′) and the absorbance at 340 nm was monitored in a BioTEK Synergy plate reader every 50 sec for 30 min. The rates of ATP hydrolysis were then determined using the Michaelis-Menten equation.

### Isolation of pre-ribosomal complexes on IgG sepharose

Yeast strains expressing TAP- or HTP-tagged ribosome biogenesis factors were grown in exponential phase before harvesting. Cells were lysed by grinding in liquid nitrogen in a buffer containing 50 mM Tris-HCl pH 7.8, 150 mM NaCl, 1.5 mM MgCl_2_, 0.1% NP-40, 5 mM β-mercaptoethanol and protease inhibitors. After centrifugation to pellet cell debris, Protein A-tagged proteins were retrieved on IgG sepharose. Following washing steps, complexes were eluted with TEV protease overnight at 4 °C. RNAs in the eluate were extracted and analysed by northern blotting as described above. Alternatively, proteins in the eluate were precipitated by addition of TCA to a final concentration of 20% and then analysed by western blotting using antibodies listed in Supplementary Table 6.

### Chemical structure probing

Pre-ribosomal complexes containing a TAP- or HTP-tagged ribosome biogenesis factor were immobilised on IgG sepharose as described above and dimethyl sulfate (DMS) was added to half of the sample to a final concentration of 0.5% for 2 min at room temperature^62^. Reactions were quenched by addition of 250 mM β-mercaptoethanol and RNAs were extracted from the IgG sepharose-bound complexes as above. Co-precipitated, DMS-treated or untreated RNAs then served as substrates in primer extension reactions using 5′-[^32^P]-labelled DNA oligonucleotides (Supplementary Table 5) and Superscript III reverse transcriptase. cDNA products were separated by denaturing (7 M urea) PAGE alongside a sequencing ladder generated by reverse transcription of total RNA in reactions containing trace amount of dideoxynucleotides. Radiolabelled cDNA fragments were detected using a phosphorimager.

### Crosslinking and analysis of cDNA (CRAC)

PAR-CRAC^21,37,63^ was performed using yeast strains expressing HTP-tagged Has1, Mak5 or Spb4 from their genomic loci. Cells were grown from an OD_600_ of 0.1 to 0.5 in low uracil media (10 mg/L uracil) supplemented with 100 μM 4-thiouracil before addition of 4-thiouracil to a final concentration of 1 mM and growth for a further 4 h^38^. Cells were then harvested and 4-thiouridine-containing RNAs were crosslinked to associated proteins at 365 nm using two cycles of 600 mJ/cm^2^. RNA-protein complexes were isolated on IgG sepharose and NiNTA and a partial RNase digest was performed using RNace-IT. After ligation of sequencing adaptors, cDNA libraries prepared by reverse transcription and PCR amplification were subjected to Illumina deep sequencing. The obtained sequence reads were mapped to the *S. cerevisiae* genome^39^ and reads not containing a T-C mutation were discarded. Python scripts were used for mapping of the obtained CRAC data onto the secondary structures of the rRNAs^40^ and tertiary structures of a mature *S. cerevisiae* ribosome (PDB: 4V88 [https://www.rcsb.org/structure/4V88])^48^, and various pre-60S complexes (PDB: 3JCT [https://www.rcsb.org/structure/3JCT]^12^, 5JCS [https://www.rcsb.org/structure/5JCS]^18^, 6ELZ [https://www.rcsb.org/structure/6ELZ]^9^, 6C0F [https://www.rcsb.org/structure/6C0F] and 6CB1 [https://www.rcsb.org/structure/6CB1]^13^). Identification of snoRNA-rRNA hybrids in the CRAC data was achieved using a bioinformatics pipeline developed for crosslinking, ligation and analysis of sequence hybrids (CLASH)^43^.

## Supplementary information

Supplementary Information

Reporting Summary

## Data Availability

The CRAC datasets of Has1, Mak5, Spb4 and the wild-type yeast control are deposited in Gene Expression Omnibus (GEO) database [http://www.ncbi.nlm.nih.gov/geo/] under the accession code GSE109216. Other data supporting the findings of this study are available from the corresponding authors upon reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

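PAR-CRAC libraries of 4 *S. cerevisiae* strains were analysed, untagged wild-type yeast (WT) and yeast with HTP-tagged Has1, Mak5 or Spb4, with 1 library per strain. The paper states that experiments were performed at least in duplicate and that a representative dataset is shown. The further libraries are not in the files analysed here, so no value has a replicate error.

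According to the methods, the authors mapped the reads to the *S. cerevisiae* genome and discarded reads without a T-C mutation. The mapper settings, the genome build and the treatment of reads that fit more than 1 rDNA copy are not stated in the paper. For the 35S pre-rRNA and for U14, the authors deposited a coverage signal per nucleotide, the hits and for the 35S pre-rRNA also the T-C mutations, scaled to 1000000 mapped reads and written as whole numbers. The hits per RNA class and per snoRNA that the authors deposited are a score, that is the same scaled value in whole numbers and not raw reads. Only the chimeras of snoRNAs and rRNA, which the authors found with a CLASH pipeline, were deposited as a count of reads. No reference genome was used here, and positions, features and sequences are those in the files, in which *RDN37* is 6858 nt long.

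The worth of 1 read was derived from the low values of each profile and snoRNA list. It is the step whose multiples, rounded or cut to whole numbers, give nearly all of them. It was 6.72 in the WT 35S profile and 6.719 in the WT snoRNA list. In the 35S profile, snoRNA list and U14 profile of Has1-HTP it was 1.391. These steps give 148798 mapped reads for WT and 718907 for Has1-HTP. A value of 3 reads is then 20.2 in WT and 4.17 in Has1-HTP. The WT profile along U14 had another step, 3.397. No plain step was found for Mak5-HTP and Spb4-HTP, so their depth is unknown. Shares in WT and Has1-HTP have 95% Wilson intervals from the derived reads, which are approximate because some reads fall into more than 1 class.

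Shares of RNA classes, ratios to WT, sites, windows and the U14 domains were computed in Python 3 with numpy, pandas and scipy, and plots were drawn with matplotlib. Sites are runs of at least 10% of the highest value of the mature rRNA in that library, with gaps of up to 20 nt joined. The 8 windows were fixed from the helix positions drawn in the paper before the processed files arrived, as were the designs and all alternatives except a shift of the mutation column by 1 nt and a sum of T-C values over the windows, which were chosen after seeing the data. Fisher's exact tests had been planned for shares if the files held counts. They were not run for classes and snoRNAs, because the values are scaled hits, nor for chimeric against other reads. For the chimeras, the depth of the libraries was weighed with an exact binomial probability. The site search and the step search were tested on simulated data. There, 800 of 800 planted sites were recovered with 0 false sites, and 50 of 50 steps were recovered within 1%. The simulated background lay far below the 10% threshold and every planted site above it, so the result for sites was given beforehand. It does not show how the site search performs on the uneven background of the libraries, where some sites were near the WT level.

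Named in the text are the sites, nucleotides, snoRNAs and classes that the paper names, every site found by the 10% rule on the 18S rRNA for Has1-HTP and on the 25S rRNA for the helicases, and among the other snoRNAs the 5 with the largest increase and the 5 with the largest decrease in share, of those with a share of at least 1% in either library. In the comparison of settings, a share with derived reads in both libraries counted as unchanged within the 95% interval of its ratio to WT. Values without an interval counted as unchanged within 1.5 times the main value and on the same side of 1, and numbers of sites, snoRNAs or chimeras within 1.5 times the main number. The 1.5 limit for ratios was set after the files arrived.

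The unnamed last line of the snoRNA lists was taken as their total. Nothing was left out of the files except stray cells after the end of the U14 profile of Has1-HTP.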

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

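Sites outside the windows that the paper discusses were flagged when they reached 10% of the library's highest value on the 35S pre-rRNA and at least 2 times the WT value at their highest nucleotide. Of these 4 sites, 1 is in Mak5-HTP, 2 are in Spb4-HTP and 1 is in Has1-HTP, all on the 25S rRNA. The Mak5-HTP site at nucleotides 764 to 853 peaked at nucleotide 783, in the sequence GGATTTGAGTAAGAGCATAGC, with 6578 normalised hits against 282 in WT, 23.3 times the WT value. Its T-C values summed to 11526, against 751 in WT. The Spb4-HTP site at nucleotides 1695 to 1736 peaked at nucleotide 1723 with 3372 normalised hits, 6.69 times the WT value of 504, and the Spb4-HTP site at nucleotides 2064 to 2119 peaked at nucleotide 2093 with 5259, 4.83 times the WT value of 1089. In Fig. 6a the nucleotides around the latter peak are drawn and coloured as the other strand of H63, so this site adjoins a helix that the paper discusses, and the window fixed beforehand covers only the 5′ strand. The Has1-HTP site at nucleotides 2176 to 2181 peaked at nucleotide 2178 with 6890 normalised hits, 2.38 times the WT value of 2896. It had no T-C mutation in either library, but no nucleotide of this site stands directly 5′ of a T. Since all T-C values stand at such nucleotides, their absence here was fixed by the sequence.

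Background shared by the libraries would give similar values in another library. The highest value of another library, divided by the library's own, was 0.217 at the Mak5-HTP site, 0.403 and 0.215 at the Spb4-HTP sites at nucleotides 1723 and 2093, and 0.42 at the Has1-HTP site. The sites were selected for at least 2 times the WT value, so WT could not exceed 0.5 times the value, and only the other helicase libraries bear on this explanation. At the Mak5-HTP and Spb4-HTP sites the highest other library was a helicase library and stayed below the limit of 0.5, which was set before these values were seen. At the Has1-HTP site the highest other library was WT, so the value was limited by the selection and shared background is not excluded. WT, Mak5-HTP and Spb4-HTP were nearly equal there, with 2896, 2789 and 2883 normalised hits, and Spb4-HTP had its own site above 10% at this nucleotide. The prediction for the Has1-HTP site was made only after WT and Spb4-HTP had been seen. Sampling noise in WT was weighed with the upper 95% limit of the WT reads, a prediction made only after the values had been seen. The lowest ratio of a site to this limit was 2.16, at the Has1-HTP site. The WT values at the sites rest on 42 to 431 reads. With the selection for at least 2 times WT, a ratio above 1 was given beforehand, so this comparison does not test sampling noise. Variation between libraries cannot be excluded with 1 library per strain. The sites may be further contacts of the helicases or may belong to a single library, and the data do not tell these apart. The Has1-HTP site is the weakest candidate, since its ratio to WT, 2.38, was the lowest of these sites. Its lack of T-C mutations does not bear on this, because its sequence allows none. With a threshold of 5 times WT it was gone (0 sites), as was the Spb4-HTP site at nucleotide 2093, at 4.83 times WT.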

How the results depend on the processing

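Of 48 results, 15 were unchanged under every alternative, among them the window ratios of Spb4-HTP, the U14 domain ratios and the number of U14 chimeras. Of 121 alternative values, 65 were unchanged, 47 moved and 9 reversed. The replicate block was not run because each strain has 1 library. The designs and alternatives were fixed before the files arrived, except 2 alternatives chosen after seeing the data.

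Shares of reads outside rRNA only reversed the intergenic share of Has1-HTP to 2.059 times WT, the mRNA share of Mak5-HTP to 1.015 and its tRNA share to 1.108. They moved the Has1-HTP values to 0.6765 for mRNA, 0.7996 for tRNA and 0.4601 for snoRNA, and those of Mak5-HTP to 0.7294 for intergenic regions and 0.9129 for snoRNA. Leaving out rRNA removes the class that grew in the helicase libraries, so the other shares rise, which could explain the change. Without tRNA, the Has1-HTP values were 1.64 for rRNA, 0.5887 for intergenic regions, 0.1934 for mRNA and 0.1315 for snoRNA. For Has1-HTP, even small moves exceed the narrow interval that its depth gives.

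A threshold of 25% left 1 site on the 25S rRNA for Has1-HTP, 2 for Mak5-HTP and 2 for Spb4-HTP, as did 50%, with 1, 2 and 2. With WT subtracted, 1 remained for Has1-HTP and 4 for Spb4-HTP. The sites lost were low or at the WT level. At 5% of the maximum, the sites outside the windows numbered 5 for Has1-HTP, 3 for Mak5-HTP and 5 for Spb4-HTP, and at 5 times WT 0 for Has1-HTP and 1 for Spb4-HTP.

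Dividing by the 35S sum, which is larger in Has1-HTP and Mak5-HTP than in WT, lowered the Has1-HTP ratios to 2.631 in H6/6a, 0.4232 in H13-14, 6.717 in H30–35 and 31.95 in H21–22, and those of Mak5-HTP to 4.68 in H36–37 and 14.85 in H39. Window maxima gave 37.45 in H30–35, 141.5 in H21–22 and 35.28 in H39. Widened windows, which take in flanks with lower ratios to WT, gave 1.831 in H6/6a, 0.579 in H13-14 and 37.91 in H21–22. Shares of T-C mutations gave 3.23 in H6/6a, 6.76 in H30–35, 36.32 in H21–22 and 15.5 in H39, and in H13-14 reversed the ratio to 1.43. These are shares of the T-C sum over the 35S pre-rRNA, so the like read ratios are those divided by the 35S sum. Against those, H6/6a, H30–35, H21–22 and H39 differed by less than 1.5 times. In H13-14 the like read ratio was 0.4232. For the T-C shares, widened windows reversed H6/6a to 0.7515 and H13-14 to 0.2134 and moved H21–22 to 19.81, H62–63 to 5.402 and H101 to 4.261. Counting only T nucleotides moved H36–37 to 25.08, because the T-C values stand 1 nt before a T and only a part of them is on a T, and gave no value in H13-14, where WT had none. Moving the mutation column by 1 nt, chosen after seeing the data, changed no T-C share by more than 1.5 times.

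At 18S-C414, the ratio of Has1-HTP to WT reversed to 0.9717 over the H13-14 window and to 0.7788 when divided by the 35S sum. Against Mak5-HTP it moved to 1.255 over the window, and against Spb4-HTP to 1.435 over the window and 1.564 by the 35S sum. The WT value rests on 38 reads. The U14 ratio fell to 1.055 as a share of all classified hits, of which rRNA takes a larger part in Has1-HTP than in WT. With at least 10 reads in both libraries, 5 instead of 11 other snoRNAs had at least 2 times the WT share. The order of H62–63 and H101 in Spb4-HTP reversed to 2.454 with the highest T-C value, which rests on a single nucleotide. The depth of Mak5-HTP and Spb4-HTP is unknown, so no interval limits their values.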

Differences from the paper's values

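No value stated in the paper's text or read from its figures was more than 1.5 times larger or smaller than the main value from the files. The rRNA shares from the files were 36.02%, 76.36%, 59.33% and 42.0% for WT, Has1, Mak5 and Spb4, against the paper's 36%, 76%, 59% and 42%.

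Statements of the paper that the values from the files do not match are the following. The paper states a lower bound for the increase in the U14 proportion of snoRNA reads, and the value from the files, 6.205 times, lies below it, as do those of both alternatives set before the files arrived, 1.055 and 5.452 times. The U14 share in Has1-HTP was 31.45% in the files and about 41% in Fig. 4b, read by eye, whereas the share in WT was 5.069% and about 5% in Fig. 4b. No setting that was run reached the paper's bound. The paper describes the proportion of tRNA reads as reduced in each helicase dataset. In the files the Spb4-HTP tRNA share was 33.1% and that of WT 29.31%, and with reads outside rRNA only the Mak5-HTP share, too, was 1.108 times that of WT and the Spb4-HTP share 1.246 times. The paper describes reads across the 18S-C414 site as present in the Has1 data and not in the control, Mak5 or Spb4 data. In the files, WT had 255 normalised hits at this nucleotide, Mak5-HTP 155, Spb4-HTP 134 and Has1-HTP 456. The paper names the nucleotide A1907 in the 25S rRNA, where the sequence in the files has C. The paper gives the number of snoRNAs as slightly higher than the 77 that the files list.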

Other observations

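The U14 share of snoRNA hits was higher in Has1-HTP than in WT, while U14 hits scaled to all mapped reads were nearly equal, with a ratio of 1.03. A higher share at nearly equal U14 hits requires fewer hits on the other snoRNAs. Their fall is therefore part of the pattern and no test of its cause. All other snoRNAs together had 0.12 times the WT value in Has1-HTP, and of 36 other snoRNAs with at least 10 reads in both libraries, 0 had more normalised hits in Has1-HTP than in WT. Sampling noise at this depth is not enough, since the lower limit of the Has1-HTP share was 5.15 times the upper limit of the WT share. Variation between libraries cannot be excluded with 1 library per strain. All these comparisons were chosen after the values had been seen. The near equality of the U14 hits depends on the scaling to all mapped reads, of which rRNA takes a larger part in Has1-HTP, with 76.36% of the classified hits against 36.02% in WT. The larger rRNA share accounts for a part of the fall in snoRNA hits, since leaving out rRNA moved the snoRNA share from 0.17 to 0.4601 times that of WT. The reason for the remaining part was not tested, and a difference between preparations could contribute.

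Among the other snoRNAs with a share of at least 1%, the largest increases in share in Has1-HTP were 4.51 times for SNR30, 3.23 for SNR17B, 2.44 for SNR17A, 2.39 for SNR63 and 2.35 for SNR8, and all 5 had fewer normalised hits than in WT, for example 388 against 517 for SNR30. The largest decreases were to 0.0428 times the WT share for SNR11, 0.063 for SNR37, 0.126 for SNR73, 0.183 for SNR190 and 0.19 for SNR10. SNR37 fell from 3144 to 33 normalised hits. No test was made, since the values are not counts.

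The WT profile along U14 is too low for the WT U14 total. Its sum divided by the normalised hits on U14 was 12.2 nt in WT and 30.1 nt in Has1-HTP. If the profile came from another library or normalisation, its step would differ from that of the other WT files, and it did, the step of the other files being 1.98 times that of the profile. Of the 42 distinct values of the profile, 97.6% are multiples of its own step and 2.38% are multiples of the step of the other WT files. The prediction was made after the steps had been seen. The WT curve in Fig. 4c may thus be on another scale than the WT snoRNA total. Has1-HTP was 3.18 times WT over the B domain as given, and 1.61 times with the WT profile brought to the step of the other WT files. No biological explanation was tested.

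T-C mutations are listed at nucleotides other than T. A column shifted by 1 nt would place every value directly before a T, and in all 4 libraries 100% of the T-C values stood there, whereas 25.26% in WT, 22.37% in Has1-HTP, 30.87% in Mak5-HTP and 25.22% in Spb4-HTP stood on a T. Other kinds of mutation in the column would put about 28.0% before a T, the T share of the sequence. Both predictions were made after the result had been seen. The shift is thus a likely property of the files, and crosslinked nucleotides read from the column directly would be 1 nt too far 5′.

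Reads across 18S-C414 were present in WT, Mak5-HTP and Spb4-HTP. Background on mature rRNA would be near or below the median of the 18S rRNA, and the WT value was 0.333 times the WT median of 766 normalised hits. The prediction was made after the WT value had been seen. In Has1-HTP the nucleotide was at 1.02 times the median of its library. A value below the median is common whatever its origin, so this comparison does not show that the reads in the control are background. The paper takes the reads of the untagged control in general as background. How much of the Has1-HTP value is background cannot be told from these libraries.

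U14-18S chimeras were listed for Has1-HTP and not for WT, and the WT library is shallower, with 17.1% of the reads of both. A difference in depth was weighed by dealing the 62 chimeras to the libraries by depth, which would give 10.6 in WT on average, and the probability of 0 in WT was 8.6e-06. This exact binomial probability was planned after the counts and depths had been seen, and it assumes that each chimera is an independent read. A Fisher's exact test of U14 against other chimeras, 62 of 75 in Has1-HTP and 0 of 2 in WT, was also chosen after the counts had been seen and gave an exact p value of 0.036. Variation between libraries is covered by neither.

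The order of H62–63 and H101 in Spb4-HTP differs between reads and T-C mutations. The explanation that 1 strongly mutated nucleotide carries the difference predicts that summed T-C values follow the reads. This prediction was made after the values had been seen, and the ratio of the sums was 0.6843. The H62–63 window holds 23 T residues and the H101 window 37. Fewer T residues could give the same order, and the H62–63 window leaves out the other strand of H63, so the sums do not decide. Nucleotide 1936 held 41.1% of the T-C values of the H62–63 window, and the highest nucleotide of the H101 window held 11.4%. The number of T residues was tested with a prediction made before the count. The H62–63 window holds 0.622 times as many T residues as the H101 window. More T residues are thus not the reason for its higher T-C maximum, which lies at 1 nucleotide. For its lower sum, the smaller number of T residues remains a possible reason. With 41.1% of the T-C values of its window at nucleotide 1936, the highest T-C value may reflect a preferred crosslink at 1 nucleotide. This is a hypothesis that 1 library cannot separate from variation between libraries.

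The highest WT value on the 35S pre-rRNA, 18836 normalised hits at nucleotide 3187 of the 25S rRNA, has no counterpart in the helicase libraries, with 0.0174 times the WT value in Has1-HTP, 0.0376 in Mak5-HTP and 0.0439 in Spb4-HTP. T-C values within 25 nt of this nucleotide summed to 20377 in WT. The control is therefore not a common floor of all libraries at every position. The high WT value lowers the ratios to WT near this position, and whether anything else does was not tested.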
